# Functional Interaction Between the Oncogenic Kinase NEK2 and Sam68 Promotes a Splicing Program Involved in Migration and Invasion in Triple-Negative Breast Cancer

**DOI:** 10.3389/fonc.2022.880654

**Published:** 2022-04-21

**Authors:** Chiara Naro, Federica Barbagallo, Cinzia Caggiano, Monica De Musso, Valentina Panzeri, Silvia Di Agostino, Maria Paola Paronetto, Claudio Sette

**Keywords:** triple-negative breast cancer, alternative splicing, transcriptomics, NEK2, SAM68

## Abstract

Triple-negative breast cancer (TNBC) represents the most aggressive breast cancer subtype. Poor prognosis in TNBC is partly due to lack of efficacious targeted therapy and high propensity to metastasize. Dysregulation of alternative splicing has recently emerged as a trait of TNBC, suggesting that unveiling the molecular mechanisms underlying its regulation could uncover new druggable cancer vulnerabilities. The oncogenic kinase NEK2 is significantly upregulated in TNBC and contributes to shaping their unique splicing profile. Herein, we found that NEK2 interacts with the RNA binding protein Sam68 in TNBC cells and that NEK2-mediated phosphorylation of Sam68 enhances its splicing activity. Genome-wide transcriptome analyses identified the splicing targets of Sam68 in TNBC cells and revealed a common set of exons that are co-regulated by NEK2. Functional annotation of splicing-regulated genes highlighted cell migration and spreading as biological processes regulated by Sam68. Accordingly, Sam68 depletion reduces TNBC cell migration and invasion, and these effects are potentiated by the concomitant inhibition of NEK2 activity. Our findings indicate that Sam68 and NEK2 functionally cooperate in the regulation of a splicing program that sustains the pro-metastatic features of TNBC cells.

## Introduction

Alternative splicing is the molecular process that generates multiple mRNA variants from single eukaryotic genes through variable assortment of their exons (1, 2). This process amplifies the coding potential of genomes and represents a plastic device for the regulation of gene expression. However, errors in alternative splicing regulation are implicated in the pathogenesis of various human diseases, including cancer (3, 4). Integration of transcriptomic analyses with clinical data have documented that genome-wide alterations in splicing occur in many human cancers, as well as the utility of splice variants as diagnostic or prognostic biomarkers (5–7). In this regard, splicing signatures were shown to distinguish breast cancers (BCs) from normal tissue (7) and to clearly segregate the more aggressive triple-negative BC subtype (TNBC) from the other BCs (8–10).

Oncogenic splicing dysregulation mainly relies on the aberrant expression of specific splicing factors (2, 11). For instance, the oncogenic transcription factor MYC directly induces transcription of several genes encoding for splicing factors (12, 13), including *SRSF1* (14). Importantly, overexpression of the SRSF1 protein was sufficient to induce transformation of mammary epithelial cells and such oncogenic activity was shown to rely, at least in part, on the promotion of splice variants that enhance cell survival, proliferation, and migration (15). Another important layer of splicing regulation relies on the control of the activity of splicing factors through their reversible phosphorylation (16, 17). Splicing-specific kinases, such as the serine arginine protein kinase (SRPK) and the CDC-like kinase (CLK) families, and cell-signaling kinases were reported to regulate both splicing factor expression and activity (16, 17). For instance, phosphorylation by the SRPK1, AURKA, and NEK2 kinases was shown to enhance the splicing activity of SRSF1 in multiple cancer cell types (18–20). Thus, deregulated expression of protein kinases represents another important source of pro-oncogenic splicing alterations.

NEK2 is a mitotic kinase that is frequently upregulated in human cancers, where it contributes to malignancy and drug resistance (21–23). Accordingly, high NEK2 expression was correlated with rapid relapse and poor outcome in multiple cancers (21), including BC (24). In this regard, NEK2 is particularly upregulated in TNBC (25), the BC subtype displaying the poorest prognosis due to high metastatic rate and lack of targeted therapies (26, 27). Although NEK2 oncogenic activity in cancer has been primarily associated to the promotion of genome instability and aneuploidy (22, 28–30), mounting evidence suggests its implication in the pro-tumoral regulation of alternative splicing. Indeed, NEK2 was shown to accumulate in the nucleus of cancer cells (18, 21, 31) and to modulate the activity of splicing factors (18, 32). We recently reported that NEK2 localizes in the nucleus of TNBC cells and exerts a widespread impact on the TNBC-specific transcriptome (25). Part of the splicing changes elicited by NEK2 were mediated by regulation of the expression of the splicing factor RBFOX2, which drives a pro-mesenchymal splicing program in TNBC cells (25). However, a substantial fraction of NEK2-regulated exons and introns were devoid of RBFOX2 binding motifs, suggesting that additional molecular mechanisms contribute to NEK2-mediated splicing regulation in TNBC.

In this study, by searching for additional mediators of NEK2-dependent splicing regulation, we found that NEK2 interacts with and phosphorylates the multifunctional RNA binding protein (RBP) Sam68, thus modulating its splicing activity. Transcriptome analysis of TNBC cells transiently silenced for Sam68 identified the splicing targets of this protein in TNBC cells and revealed a common set of exons that are co-regulated by NEK2, which are enriched in genes related to cell migration. Sam68 depletion in TNBC cells reduces migration and matrix invasion and these effects are enhanced by concomitant inhibition of NEK2 kinase activity. Thus, our study suggests that Sam68 and NEK2 functionally cooperate in the regulation of a splicing program that sustains pro-metastatic features of TNBC cells.

## Materials and Methods

### Cell Culture, Treatment, and Transfection

MDA-MB-231 cells were grown in RPMI 1640 (Lonza), SUM159 cells were grown in DMEM/F12 (Sigma Aldrich), and HEK293T cells were grown in DMEM, all supplemented with 10% FBS, gentamycin, penicillin, and streptomycin. Plasmid transfection was performed using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instruction. For RNA interference, cells were transfected with siRNAs (Sigma-Aldrich) using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions and harvested 48 h later for protein and RNA analyses. Sequences of siRNAs are listed in Additional File 1: **Supplementary Table 1**. c-MYC targeting siRNAs were previously described (13).

### Plasmid Vectors

The expression vector pcDNA3N_2_Myc-NEK2C WT was a generous gift of Prof A. Fry; a catalytically inactive mutant of NEK2C KD (NEK2_K37R_) was created by site-directed mutagenesis of pCDNA3N_2_myc-NEK2C WT. Mutagenic oligonucleotides were as follows: forward, 5’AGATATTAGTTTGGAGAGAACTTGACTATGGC3’; and reverse, with the underlined codon corresponding to residue 37 in wild-type NEK2C. Construction of the pcDNA3N2Myc-NEK2A WT and the kinase-dead inactive mutant NEK2A KD plasmids was previously described (33). The sequence of wild-type and mutant NEK2 were confirmed by sequence analysis. The expression vectors pEGFP NEK2C WT or KD were sub-cloned from pcDNA3N_2_Myc into pEGFPc1. pGEX-3X–NEK2_273–444_ encoding the regulatory domain of NEK2 fused to glutathione *S*-transferase (GST) has been described previously (34). CD44 minigene was a kind gift of Prof. Matter.

### RNA Extraction, Library Preparation, and RNA-Seq Data Analysis

For RNA-seq analysis, MDA-MB-231 transiently transfected with control (si-CTRL) or SAM68-targeting (si-SAM68) pool of siRNA were harvested 48 h after transfection in triplicate and total RNA was extracted and DNase treated using the RNEasy mini kit (Qiagen) according to the manufacturer’s instruction. PolyA plus RNA-seq libraries were constructed according to Illumina’s protocol and sequenced using a 100-bp single-end format on an Illumina HiSeq 2000. RNA-Seq data analysis was performed by GenoSplice technology (www.genosplice.com), as previously described (25, 35), using Human FAST DB v2016_1 annotations. Results were considered statistically significant for *p*-values ≤0.05 and fold-changes ≥1.5.

### Bioinformatic Analysis

Analysis of gene expression of transcriptomic data of TNBC patients from the “The Cancer Genome Atlas (TCGA)” database was performed using the UCSC Xena platform (36). Spearman’s correlation was used to evaluate association between the expression of *NEK2*, *MYC*, and indicated splicing factors. For gene expression analyses, the patients were divided into two groups according to the first (*NEK2*-low) and fourth (*NEK2*-high) quartile of *NEK2* gene expression. Then, Z-scores of *hnRNPL*, *PTBP1*, and *KHDRBS1* gene expression were calculated in each sample and one-way-ANOVA, with Dunn’s multiple comparisons test correction, was performed to evaluate significant differences between the groups (13). Comparison of enriched motif within NEK2-regulated cassette exons with the compendium of RNA-binding motif from (37) were performed using Tomtom Motif comparison tools from the MEME Suite Collection (RRID:SCR_001783) (38, 39). Gene ontology (GO) analysis was performed as previously described, using topGO (RRID:SCR_014798) Bioconductor package, ranking and analyzing ontologies using the elim method (40).

### Extraction of RNA, RT-PCR, and Real-Time PCR Analysis

RNA extraction, RT-PCR, and real-time PCR analysis were performed as previously described (25). All primers used are listed in Additional File 1: **Supplementary Table 2**.

### Protein Extracts, Co-Immunoprecipitation, and Western Blot Analysis

Total cell extracts were obtained by lysis in 50 mM HEPES, 10 mM MgCl_2_,100 mM NaCl, 10 mM β-glycerophosphate, 2 mM EGTA, 10% (v/v) glycerol, and 1% (v/v) Triton X-100 for HEK293T and in RIPA buffer for MDA-MB-231, as described (25, 41). Nuclear extracts from MDA-MB-231 cells for co-immunoprecipitation were obtained as described (42). Briefly, cells were lysed in 10 mM Hepes, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 1 mM DTT, phosphatase, and protease inhibitors and incubated on ice for 15 min. Next, following addition of NP-40 to a final concentration of 0.6%, cells were vortexed for 10 s and centrifuged 5 min at 16,000 *g* at 4°C. Supernatant was collected as cytoplasmic extract, and the nuclear pellet was lysed in 20 mM HEPES, pH 7.9, 15 mM MgCl_2_, 0.42 M KCl, 0.2 mM EDTA, and 25% (v/v) glycerol and agitated for 30 min at 4°C. After centrifugation for 10 min at 16,000 *g* at 4°C, supernatant was collected as nuclear fraction. Lysates were diluted with 20 mM HEPES, pH 7.9, 15 mM MgCl_2_, 0.2 mM EDTA, and 25% (v/v) glycerol and incubated overnight at 4°C with NEK2 antibody (Santa Cruz, RRID:AB_1126558) or control mouse IgG. Protein-G magnetic beads (Dynabeads, Invitrogen) were added and the sample was incubated at 4°C for 3 h. Beads were washed five times with 20 mM HEPES, pH 7.9, 15 mM MgCl_2_, 120 mM KCl, 0.2 mM EDTA, and 25% (v/v) glycerol, denatured with SDS-sample buffer, and analyzed by SDS-PAGE. Western blot was performed as previously described (18, 25, 35). Nuclear extracts and immunoprecipitation from HEK293T cells were obtained as previously described (43), using either anti-FLAG antibody (Sigma Aldrich, RRID:AB_259529) or control mouse IgG. Western blot analysis was carried out using the following primary antibodies: anti-NEK2 (Santa Cruz, RRID:AB_1126558), anti-ACTIN (Santa Cruz, RRID:AB_2714189), anti-MYC epitope (Santa Cruz, RRID:AB_2857941), anti-MYC (Cell Signaling, RRID:AB_2151827), anti-GAPDH (1:1000 RRID:AB_627679), anti-HSP90 (Santa Cruz, RRID:AB_675659), anti-hnRNPL (Sigma Aldrich, RRID: AB_261966), anti-FLAG (Sigma Aldrich, RRID:AB_259529), rabbit anti-SAM68 (Santa Cruz, RRID:AB_631869), anti-GFP (Santa Cruz, RRID:AB_627695), anti-ERK2 (Santa Cruz, RRID:AB_2141292), and goat anti-PTBP1 (Santa Cruz, RRID:AB_2253470).

### Immunokinase Assays

Anti-MYC antibody (1 µg) (Santa Cruz, RRID:AB_2857941) was incubated for 1 h, with a mixture of protein A/G-Sepharose beads (Sigma-Aldrich) in PBS/0.05% BSA, under constant shaking at 4°C. At the end of the incubation, the beads were washed twice with PBS/0.05% BSA, twice with lysis buffer, and then incubated for 90 min at 4°C with the HEK293T cell extracts (0.5 mg of protein) under constant shaking. Sepharose bead-bound immunocomplexes were rinsed three times with lysis buffer and washed twice with NEK2-kinase buffer (50 mM HEPES, pH 7.5, 5 mM glycerophosphate, 5 mM MnCl_2_, 5 mM NaF, 0.1 mM sodium orthovanadate, 1 mM DTT, and protease inhibitors). Kinase reactions were carried out in 50 µl for 20 min at 30°C in kinase buffer supplemented with 10 µM [^32^P]-ATP (0.2 µCi/µl), 4 µM ATP, 1 µg of cAMP-dependent protein kinase inhibitor, and the appropriate substrate (GST-Sam68 N-term or C-term). Reactions were stopped by adding SDS-sample buffer and analyzed by SDS-PAGE and autoradiography.

### Wound-Healing and Cell-Invasion Assays

Control or SAM68 silenced MDA-MB-231 were seeded at 100% of confluence into ibidi Culture inserts to create a cell-free gap on the dish. Following two washes with PBS and addition of 1% FBS supplemented medium, inserts were removed and the plate was photographed immediately and every hour for 12 h. Area quantification of the gap was performed with ImageJ software using the MRI Wound Healing tool. For cell invasion assay, MDA-MB-231 cells were seeded into the IncuCyte Clearview 96-well inserts (Sartorius; 1,000 cells/well). Insert membrane had been pre-coated on both sides with 50 μg/ml Matrigel (Corning), diluted in RPMI 1640. Lower chambers were filled with 200 μl of either chemotaxis assay medium (RPMI 1640, supplemented with 10% FBS) or negative control medium (RPMI 1640, without FBS). Images were acquired with IncuCyte SX5 Live-content imaging system every hour for 24 h at 10× magnification. Migrated cells were quantified using the IncuCyte Chemiotaxis migration software (phase-contrast; top/bottom), starting 2 h after initial seeding to allow settlement of cells. In both assays, NEK2-chemical inhibition was achieved by treatment with 3 µM JH295 (44).

### Quantification and Statistical Analysis

Statistical analyses for qPCR, densitometric analysis of PCR, and migration and invasion assays were performed in GraphPad Prism (RRID:SCR_002798) according to the statistical tests described in the figure legends. Number of replicates independently analyzed is indicated by the “*n*” in each figure legend. Results were considered significant if *p*-value ≤ 0.05.

## Results

### NEK2 Interacts With Splicing Factors in TNBC Cells

We recently found that NEK2 exerts widespread modulation of the alternative splicing program of MDA-MB-231 (GSE140803), a cell line representative of the TNBC subtype (25). A substantial fraction of the NEK2-regulated splicing events were dependent on the ability of the kinase to promote the expression of RBFOX2 (25), a splicing factor involved in the regulation of the epithelial-to-mesenchymal transition (EMT) process (25). However, other exons regulated by NEK2 lacked binding sites for RBFOX2 and were likely regulated by other splicing factors in TNBC cells. Moreover, NEK2 shows an increased localization in the nucleoplasm and chromatin-bound fraction of TNBC cells, suggesting that it might also physically interact with splicing factors and regulate their activity. To test this hypothesis, we searched for splicing factors that can bind the 5 sequence motifs enriched in the NEK2-regulated cassette exons (25). Computational analyses using the Tomtom Motif comparison tool (38, 39) identified 14 splicing factors that might bind to these sequence motifs (**Figure 1A**), including the already characterized RBFOX2 (25). Next, to evaluate which of these factors could functionally interact with NEK2 in TNBC, we assessed whether they are co-expressed with *NEK2* in primary tumors. Query of transcriptomics data from TNBC tumors deposited in The Cancer Genome Atlas (TCGA) database (45) revealed that expression of *hnRNPL*, *PTBP1* (also known as *hnRNP I*), and *KHDRBS1* (also known as *Sam68*) exhibit the highest and most significant positive correlation with *NEK2* expression (**Figure 1B**). Expression of *A1CF*, *KHDRSB3*, and *hnRNPLL* was also positively correlated with that of *NEK2*, albeit to a lesser extent, whereas *RBMS3* expression was negatively correlated (**Figure 1B**). On the other hand, expression of *MBNL1*, *QKI*, *RBM24*, *KHDRSB2*, *RBM42*, and *RBM6* was not correlated with that of *NEK2* (**Figure 1B**). Furthermore, Z-score classification of patients for low and high expression of *NEK2* confirmed that *hnRNPL*, *PTBP1*, and *KHDRBS1* levels are significantly higher in the *NEK2*-high group compared to the *NEK2*-low group (**Figure 1C**). Importantly, co-immunoprecipitation experiments using nuclear extracts from MDA-MB-231 revealed that NEK2 physically interacts with hnRNPL, PTBP1, and KHDRBS1 proteins (**Figure 1D**), whereas no interaction was detected for an uncorrelated factor like QKI (**Supplementary Figure 1A**). These findings indicate that the interaction of NEK2 with specific splicing factors could be functionally relevant to modulate the splicing signature of TNBC cells.

**Figure 1:**
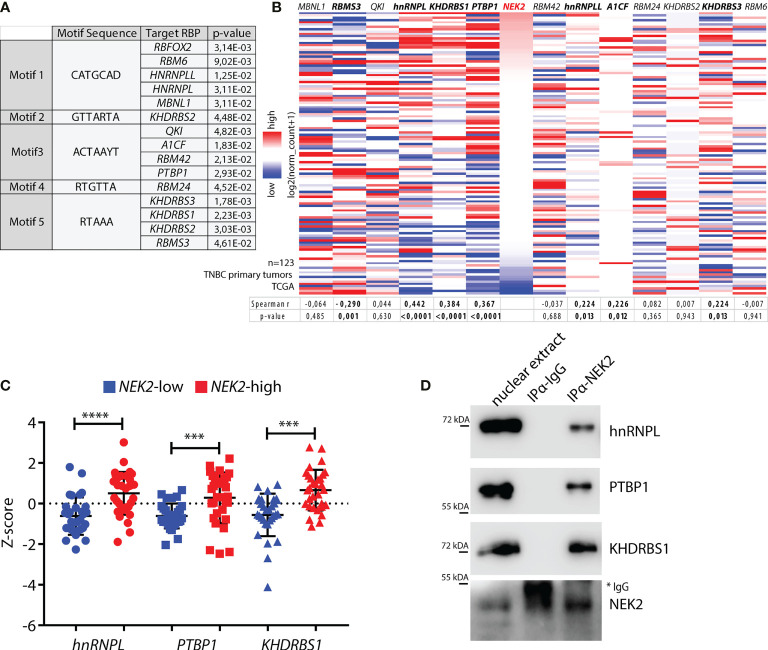
NEK2 is co-expressed and interacts with select splicing factors in TNBC. **(A)** Table showing motifs enriched in sequences of NEK2-regulated cassette exons in MDA-MB-231 cells (GSE140803) and their putative cognate RNA-binding proteins (RBP), identified by the Tomtom motif comparison tool. Only significant results retrieved by the tool are shown (*p*-value ≤ 0.05). **(B)** Heatmap showing expression levels of NEK2 and indicated RBP in primary triple-negative breast cancer (TNBC), according to analysis of transcriptomic data of TCGA project using the UCSC Xena platform. Spearman correlation factors and *p*-value between the expression levels of *NEK2* and every RBP are indicated in the table below the heatmap. **(C)** Expression profile for indicated RBP according to TCGA transcriptomic data of TNBC patients, classified according to Z-score normalization in *NEK2*-low (blue points) and *NEK2*-high (red points) expressing groups. Mean and ± SD are shown in the dot plot. Statistical significance was calculated by one-way ANOVA, with Dunn’s multiple comparisons test, ***p < 0.001, ****p < 0.0001. **(D)** Western blot analysis for indicated RBPs for co-immunoprecipitation assay of NEK2 and control IgG in nuclear extracts from MDA-MB-231 cells. * marks IgG used for immunoprecipitation.

### Oncogenic Transcription Factor MYC Drives NEK2 Expression in TNBC

Increased nuclear localization of NEK2 in TNBC is driven by its higher expression levels compared to other BC subtypes (25). Since we identified splicing factors that are co-expressed and interact with NEK2 in this tumor subtype, we asked if a common transcription factor could promote their expression. In particular, we focused our attention on the proto-oncogenic transcription factor c-MYC, which is overexpressed in TNBC compared to other BC subtypes (**Supplementary Figure 1B**) (46) and was shown to drive transcription of both *NEK2* (32) and its putative cofactors *PTBP1* (12) and *KHDRBS1* (13) in other tumoral context. Analysis of expression data in the TCGA database revealed a significant upregulation of *hnRNPL*, *PTBP1*, and *KHDRBS1* expression in TNBC compared to other BC subtypes (**Figure 2A**) as previously reported for *NEK2* (25). In addition, we observed that *MYC* expression was positively correlated with the expression of *NEK2* (**Figure 2B**) and of its putative co-factors *hnRNPL*, *PTBP1*, and *KHDRBS1* (**Figure 2C**). By contrast, no significant correlation was observed between *MYC* and *QKI* expression (**Supplementary Figure 1C**), whose expression is not correlated with *NEK2* (**Figure 1B**). These observations suggest that c-MYC could coordinate the expression of NEK2 and its interacting splicing factors in TNBC. To test this hypothesis, we asked whether c-MYC silencing affects the expression of these proteins in TNBC cells. Western blot analyses of extracts from MDA-MB-231 and SUM159 transiently transfected with two different c-MYC siRNAs revealed that c-MYC depletion reduced the expression of NEK2, hnRNPL, PTBP1, and KHDRBS1 in both TNBC cell lines (**Figure 2D**). Collectively, these observations suggest that c-MYC overexpression sustains the concomitant expression of NEK2 and select splicing factors in TNBC cells, thereby favoring their interaction.

**Figure 2:**
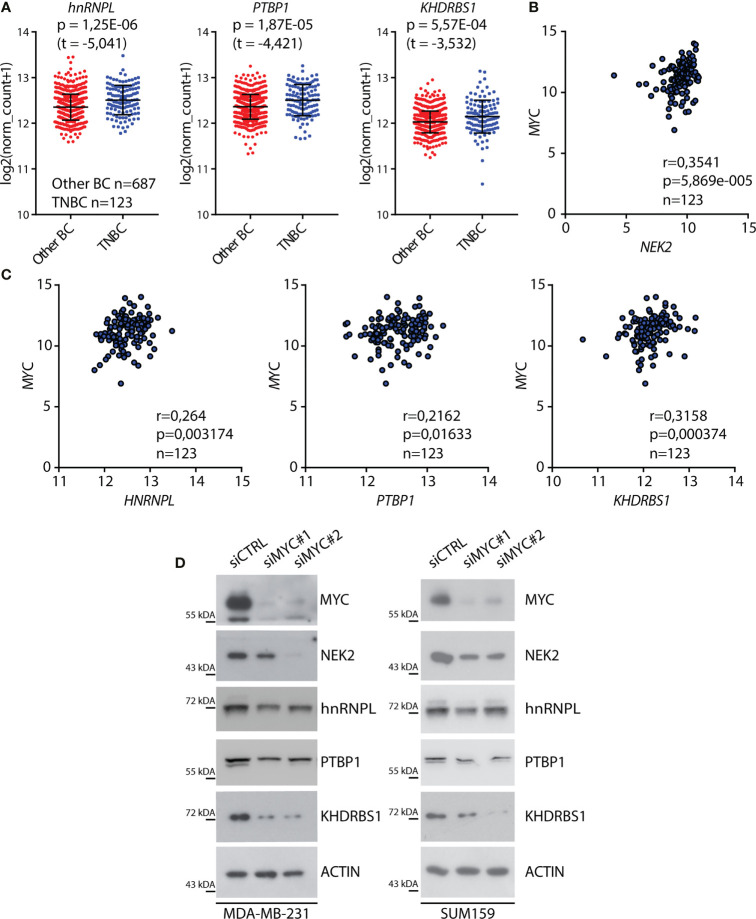
C-MYC regulates the expression of NEK2 in TNBC cells. **(A)** Dot-blot showing expression levels of indicated RNA-binding proteins (RBP) in primary triple-negative breast cancer (TNBC) and other breast cancer (Other BC) subtypes, according to analysis of transcriptomic data of TCGA project using the UCSC Xena platform. Mean and ± SD are shown in the dot plot. Statistical significance was calculated by Welch’s *t*-test. **(B, C)** Scatter plots of RNA expression levels of *MYC* and *NEK2* **(B)** or *MYC* and *hnRNPL, PTBP1*, and *KHDRBS1* **(C)** in primary TNBC according to TCGA data. Spearman’s correlation coefficient (*r*) and associated *p*-value are shown. **(D)** Representative Western blot analysis for MYC, NEK2, hnRNPL, PTBP1, and KHDRBS1 expression levels in MDA-MB-231 (left panel) and SUM159 (right panel) cells, transiently transfected with indicated siRNAs. ACTIN was evaluated as loading control.

### Sam68 Is a Direct Substrate of NEK2 Kinase

To functionally test the interaction between NEK2 and splicing factors in TNBC, we focused on KHDRBS1, hereafter named Sam68 (**Figure 3A**), because its activity is extensively modulated by phosphorylation (43, 47–50). Moreover, Sam68 was more dependent on MYC expression than hnRNPL and PTBP1 in both TNBC cell lines tested (**Figure 2D**). First, we confirmed the physical interaction between the proteins by co-immunoprecipitation of transiently transfected FLAG-Sam68 and GFP-NEK2 in HEK293T cells (**Supplementary Figure 2**). Next, we performed *in vitro* kinase assays in the presence of labeled ATP ([γ-32P]ATP) using purified recombinant NEK2 and GST-Sam68. NEK2 readily phosphorylated GST-Sam68, to a similar extent of its known substrate GST-SRSF1 (18), whereas GST alone was not phosphorylated under the assay conditions (**Figure 3B**). Sam68 comprises an hnRNP K homology (KH) RNA binding motif flanked by the QUA1 and QUA2 motifs, which form the GRP33/Sam68/GLD1 (GSG) domain required for dimerization and high affinity RNA binding, and regulatory regions at the N and C terminus that contain sites for protein–protein interactions and post-translational modifications (**Figure 3A**) (47, 48, 51). NEK2 phosphorylates with high efficiency the N-terminal and C-terminal regulatory regions of Sam68, whereas the GSG domain was barely phosphorylated (**Figure 3C**). Moreover, *in vitro* kinase assays using wild type (WT) or kinase-dead (KD) NEK2 immunoprecipitated from transfected HEK293T cells confirmed that the enzymatic activity of NEK2 was directly responsible for phosphorylation of the regulatory regions of Sam68 (**Figures 3D** **, E**).

**Figure 3:**
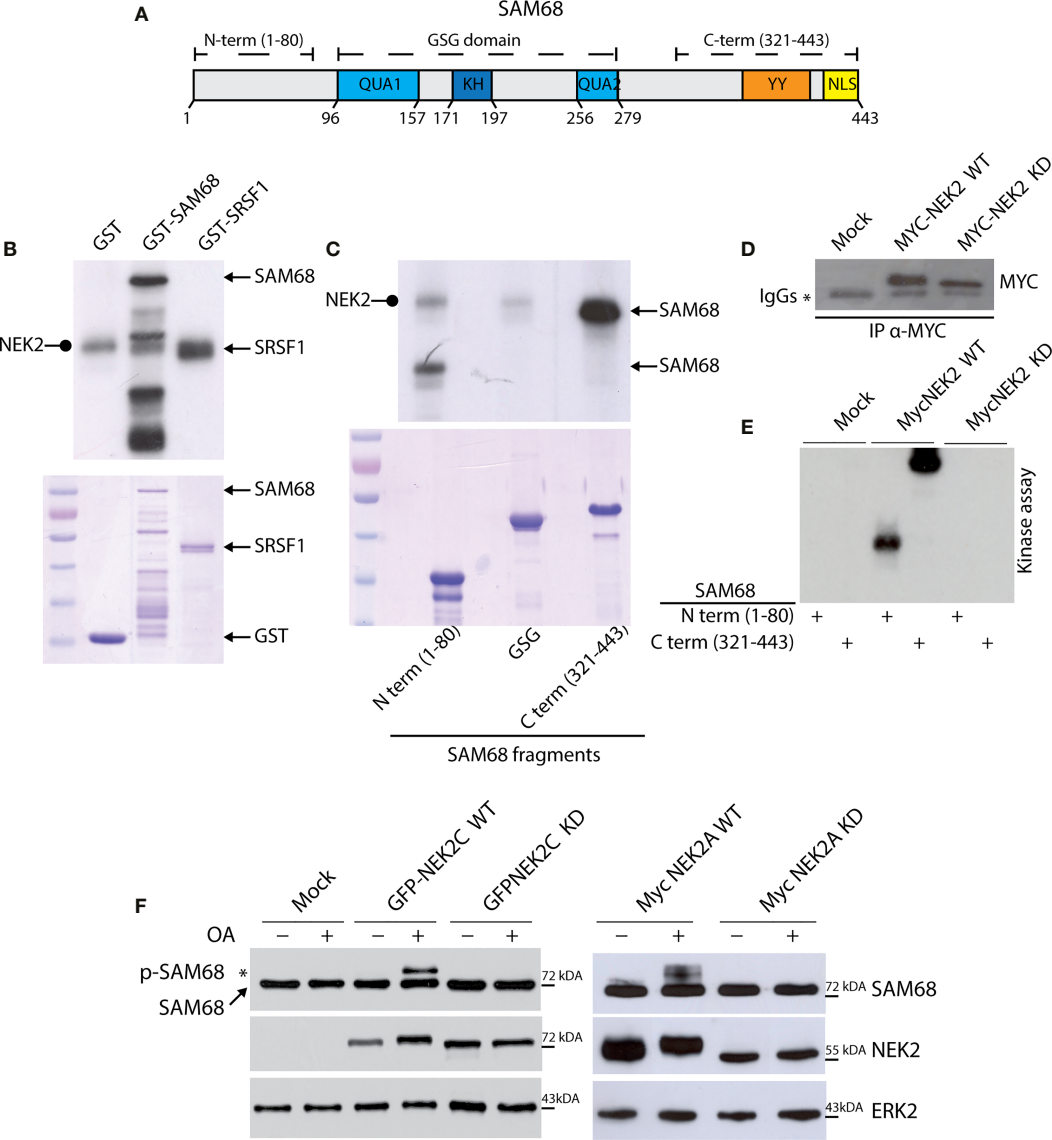
NEK2 phosphorylates SAM68 *in vitro*. **(A)** Schematic representation of protein domain in human full-length SAM68 protein. **(B)** Representative autoradiography for NEK2 kinase assay, performed by incubating an active purified-NEK2 protein with recombinant GST and a full-length SAM68 and SRSF1 as substrates. Coomassie staining was performed as loading control. Rounded tip arrows indicate auto-phosphorylated NEK2. **(C)** Representative autoradiography and Coomassie staining for a kinase assay performed by incubating an active purified-NEK2 recombinant GST N-terminal, GSG domain or C-terminal of SAM68 as substrates. **(D, E)** Representative Western blot analysis **(D)** and autoradiography **(E)** for immunokinase assay, performed by incubating immunoprecipitated wild-type NEK2 (WT) or kinase-dead NEK2 (KD) with recombinant N-terminal or C-terminal GST-Sam68 as substrate. **(F)** Western blot analysis for MYC-Sam68 protein in total extracts from HEK293T cells transfected with expression vectors for GFP-tagged NEK2C wild-type (WT) or kinase-dead (KD), or with MYC-tagged NEK2A variant WT or KD. Tag-specific antibodies were used for recombinant NEK2 detection. ERK2 was evaluated as loading control. Activation of NEK2 was obtained by treating cells with 0.1 μM OA for the last 3 h before collection. * marks the molecular weight shift in SAM68 protein elicited by OA-mediated activation of WT NEK2C (left panel) and WT NEK2A (right panel).

Next, we asked if NEK2 phosphorylates Sam68 also in live cells. To this end, HEK293T cells were transfected with plasmids encoding MYC-Sam68 and either WT or KD versions of MYC-tagged NEK2A and GFP-tagged NEK2C, a splice variant of the kinase that is predominantly localized in the nucleus like Sam68 (52). Upon treatment with the protein phosphatase 1 (PP1) and 2A (PP2A) inhibitor Okadaic Acid (OA) to elicit NEK2 activation (33), NEK2 induced a shift in the electrophoretic mobility of Sam68 (**Figure 3F**), which is a hallmark of its phosphorylation in serine/threonine residues (49). Notably, the slower migrating form of Sam68 was observed only in cells co-transfected with WT NEK2, but not with the catalytically inactive KD mutant. Furthermore, NEK2C displayed higher ability to induce Sam68 phosphorylation, further supporting a functional interaction in the nucleus between the proteins. These results identify Sam68 as a novel substrate of NEK2.

### NEK2-Mediated Phosphorylation Modulates Sam68 Splicing Activity

Serine/threonine phosphorylation by the mitogen activated protein kinases (MAPKs) was shown to regulate the splicing activity of Sam68 (16, 49, 50, 53). To investigate whether NEK2-dependent phosphorylation also affects Sam68 activity, we employed a reporter minigene that recapitulates the splicing regulation of the *CD44* v5 exon (pET-V5 minigene) (**Figure 4A**), which is a target of Sam68 and is sensitive to its activation by serine/threonine phosphorylation (49, 54). HEK293T cells were co-transfected with plasmids encoding the pET-V5 minigene, MYC-Sam68, and GFP-NEK2C. As expected, sub-optimal amounts of MYC-Sam68 promoted the inclusion of CD44 variable exon v5 (**Figure 4B**; lane 2). Co-expression of NEK2C significantly enhanced this effect, leading to an almost doubled inclusion of the v5 exon with respect to cells transfected with Sam68 alone (**Figure 4B**; lane 3). Furthermore, u**preg**ulation of NEK2C alone, but not of its cognate KD mutant, was sufficient to promote exon v5 inclusion (**Figure 4C**), suggesting that it might affect the splicing activity of the endogenous Sam68 protein. These results indicate that NEK2-dependent phosphorylation of Sam68 modulates its splicing activity and that their physical interaction might be functionally relevant in TNBC cells.

**Figure 4:**
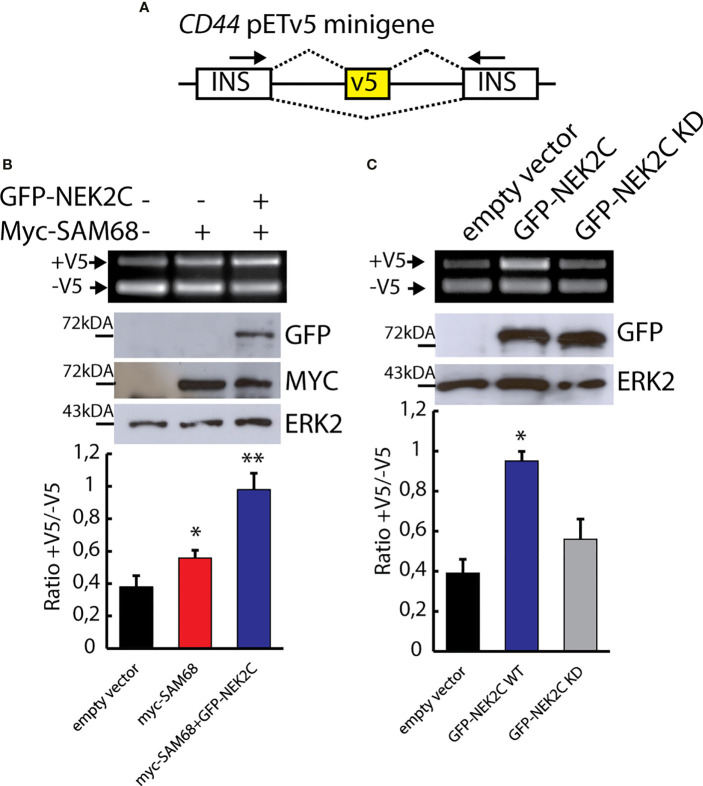
NEK2 phosphorylates Sam68 *in vivo* and modulates its splicing activity. **(A)** Schematic representation of the *CD44* pETV5 minigene. Alternative exon v5 of the *CD44* gene was cloned between two constitutive cassette exons insulin exons 2 and 3. **(B, C)** Representative PCR and Western blot analysis for HEK293T cells transfected with the *CD44* pETV5 minigene and expression vectors for MYC-tagged SAM68 and GFP-tagged NEK2C wild-type (WT) or kinase-dead (KD). Western blot analysis for ERK2 was used as loading control. Densitometric analyses for all experiment were performed and ratio between CD44 (+V5) and CD44 (-V5) is represented by histogram bars (mean ± SD, *n* = 3; *t*-test *p < 0.05, **p < 0.01).

### Sam68 Modulates TNBC Cell Transcriptome

Sam68 is upregulated in breast tumors compared to normal tissue and promotes BC cell proliferation (55). However, although the oncogenic function of Sam68 has been often related to its splicing activity (47, 50, 53), genome-wide characterization of its splicing targets in BCs or other cancer types is still lacking. 

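MDA-MB-231, a human breast cancer cell line of the TNBC subtype, was transfected with a control pool of siRNAs (si-CTRL) or with a pool of 4 siRNAs against SAM68 (si-SAM68), and 3 libraries were prepared for each group. Each of the 4 SAM68 siRNAs matched the coding sequence of KHDRBS1, the gene encoding Sam68, in the GENCODE transcripts. The methods of the paper give a harvest 48 h after transfection, whereas the sample labels give 24 h after the second of 2 rounds of transfection. Libraries of polyadenylated RNA were sequenced as single-end reads, which the authors counted on the loci of the FAST DB annotation (genome build hg19). The deposited table holds a normalized read count for each of 74852 loci in each library, which is the number of reads on the locus divided by the DESeq2 size factor of that library. In each library 100% of the values were whole multiples of a single step, so that the reads behind them were recovered. The reads on all loci were 52625492, 67124351 and 69355385 in si-CTRL replicates 1, 2 and 3, and 65473122, 82568487 and 59488569 in si-SAM68 replicates 1, 2 and 3. One rRNA locus took 15.1% of the reads in si-SAM68 replicate 2 and between 1.83% and 3.17% in the other libraries. Replicates were separate libraries by their counts, which differed within each group by at least 12.5 times the variance of sampling (chi-square per degree of freedom). The 18849 loci with a mean of at least 10 over the 6 libraries were tested with limma on log2(normalized read count + 1), a scale on which the fold change of genes with few reads is understated. The pseudocount, the minimum, the scaling and the test can each change the number of regulated genes.
KHDRBS1 (locus GSHG0000334 of the table) lies on chromosome 1 of hg19 from 32479295 to 32526460. Its normalized read count was 14960.0 ± 619.7 (SD, n = 3) in si-CTRL cells and 618 ± 45.8 (SD, n = 3) in si-SAM68 cells, which left 4.13% of the si-CTRL mean. The log2 fold change was -4.60 (standard error 0.083, adjusted p = 2.13e-09 from limma with Benjamini-Hochberg adjustment). Each si-SAM68 library was lower than each si-CTRL library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -4.66 and -4.56.

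**Figure D1:**
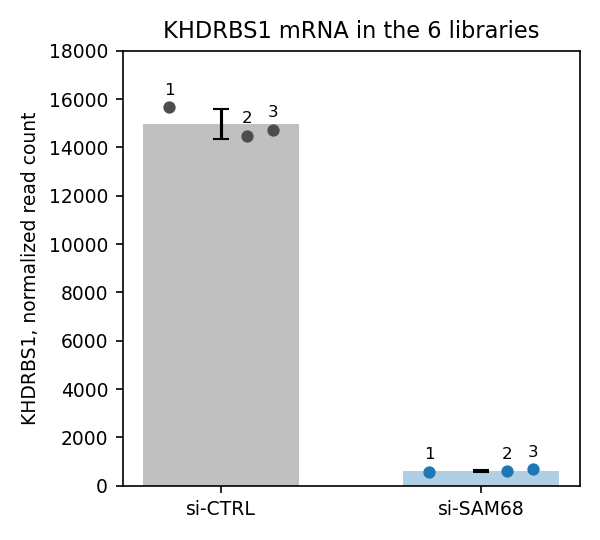
Normalized read count of KHDRBS1 in si-CTRL and si-SAM68 cells. Points are the libraries, numbered by replicate, bars are the means and error bars the SD (n = 3). The si-CTRL libraries lie between 14483 and 15660.4 and the si-SAM68 libraries between 583 and 670.2.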

To elucidate the splicing signature regulated by Sam68 in TNBC cells, we carried out RNA-sequencing (RNA-seq) analyses of MDA-MB-231 cells that were transiently depleted of Sam68 (**Figure 5A**). Bioinformatics analyses using the reference FAST-DB database (25, 35, 41), revealed a large modulation of the TNBC cell transcriptome by Sam68, with 443 genes regulated at splicing level and 474 at gene expression level upon its depletion (**Figure 5B**; **Supplementary Figure 3A**; Additional File 2: **Supplementary Tables 1, 2**). 

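By the thresholds of the paper (unadjusted p-value ≤0.05 and fold change ≥1.5), limma called 1445 genes as regulated in si-SAM68 vs. si-CTRL cells, or 7.67% of the genes tested. An unadjusted p-value under 0.05 was found for 5086 genes, against 942 that chance alone would give. After Benjamini-Hochberg adjustment, 2017 genes had an adjusted p-value under 0.05, and 894 of the 1445 regulated genes were among them. The adjusted count moved with the libraries used, from 625 genes without si-SAM68 replicate 3 to 2839 genes without si-CTRL replicate 1. Among the other choices of analysis, a fold change threshold of 2 moved the number of regulated genes most, to 428. In 33.9% of all genes tested, all si-SAM68 libraries lay above or all lay below the si-CTRL libraries, which chance gives in 10% of genes. Among the 1445 regulated genes, which were selected on the same libraries, the share was 92.9% (1342 genes). Loci without a gene symbol accounted for 390 of the regulated genes, and 33 were loci that join more than 1 gene.
KHDRBS1 had the largest fold change of all genes with an adjusted p-value under 0.05. The genes described next were the largest changes among those with a gene symbol, an adjusted p-value under 0.05, a mean of at least 50 and no overlap between the groups. The largest decrease after KHDRBS1 was at a locus on chromosome 17 (39253233 to 39274612) that joins the paralogs KRTAP4-8 and KRTAP4-11, so that its reads cannot be assigned to either. Its normalized read count was 133 ± 45.2 (SD, n = 3) in si-CTRL and 18.0 ± 5.0 in si-SAM68 cells, a log2 fold change of -2.79 (standard error 0.302, adjusted p = 0.000843 from limma). IGSF10, which encodes immunoglobulin superfamily member 10 (chromosome 3, 151153778 to 151176501), went from 1599 ± 195.7 to 366 ± 42.5 (log2 fold change -2.12, standard error 0.124, adjusted p = 4.21e-05). GABBR2 and PIK3AP1 had log2 fold changes of -2.21 and -2.10. In the other direction, NR2E3, a nuclear receptor gene (chromosome 15, 72084976 to 72110559), rose from 28.5 ± 2.9 to 132 ± 13.9 (log2 fold change 2.17, standard error 0.193, adjusted p = 0.000307). The tetraspanin gene TSPAN2 (chromosome 1, 115590635 to 115632121) rose from 185 ± 41.1 to 809 ± 30.4 (log2 fold change 2.15, standard error 0.162, adjusted p = 0.000182). FGFBP1, LIPH and IL18 followed, with log2 fold changes of 1.66, 1.63 and 1.63. When each library was left out in turn, the largest adjusted p-value reached by any of these genes was 0.0171, for FGFBP1.

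**Figure D2:**
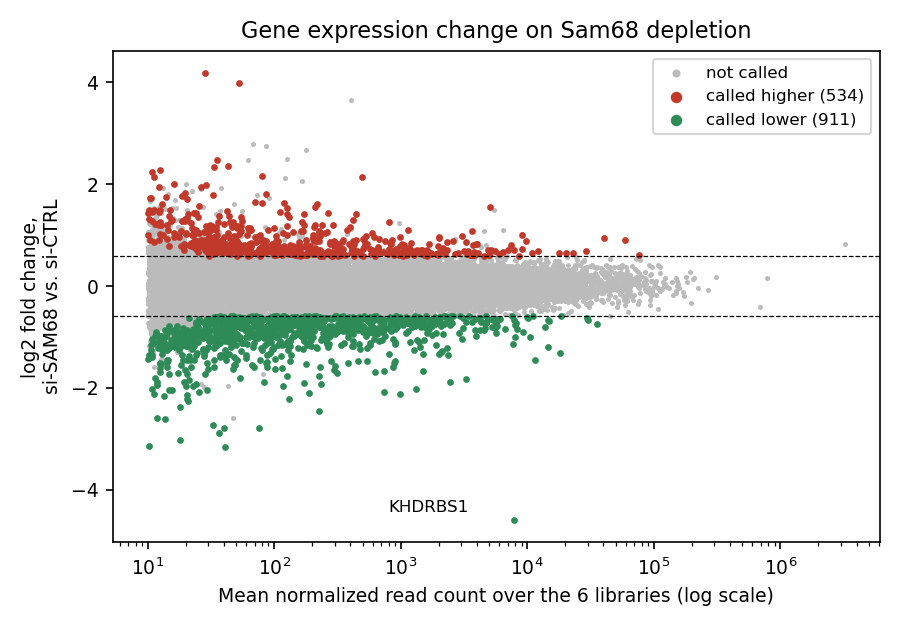
Log2 fold change of each gene tested (si-SAM68 vs. si-CTRL) against its mean normalized read count over the 6 libraries, on a log scale. Each point is a gene, colored points are the 1445 regulated genes and dashed lines mark a fold change of 1.5 in either direction. KHDRBS1 is the lowest of the points named here.

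From the numbers of genes regulated at splicing level and at gene expression level, the paper concludes that Sam68 exerts a large modulation of the TNBC cell transcriptome. Values of single exons were not analysed here.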

More than half of the 597 regulated exons (54,7%) are u**preg**ulated in Sam68-depleted cells, suggesting that Sam68 preferentially functions as a splicing repressor in TNBC cells. Classification of the regulated splicing events revealed that exon cassettes (18.4%) and alternative terminal exons (16.1%) are the most regulated patterns (**Figure 5C**). Importantly, RT-PCR analysis of 16 of these splicing events using an independent set of control and Sam68-depleted MDA-MB-231 cells confirmed the RNA-seq results (**Figure 5D**; **Supplementary Figure 3B**), thus validating the reliability of the bioinformatics analyses. These results show that Sam68 significantly contributes to the splicing signature of TNBC cells.

**Figure 5:**
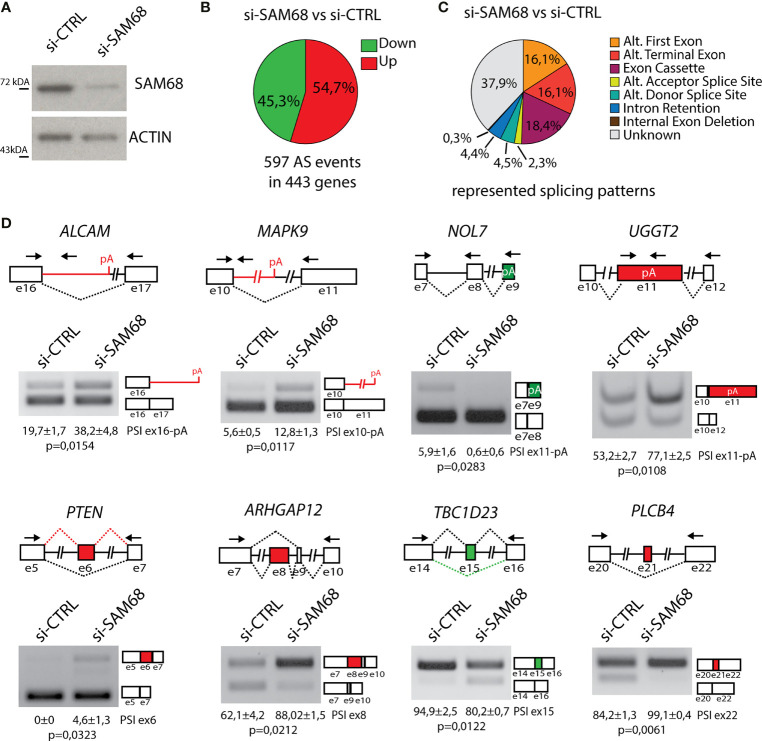
Sam68 regulates alternative splicing in TNBC cells. **(A)** Representative Western blot analysis assessing SAM68 silencing efficiency expression in MDA-MB-231 cells transiently transfected with indicated pool of siRNAs. ACTIN was evaluated as loading control. **(B)** Pie chart showing percentage of upregulated (red) and downregulated (green) exons in the si-SAM68 vs. si-CTRL comparison. **(C)** Pie chart showing percentages of indicated different splicing pattern among regulated splicing events in the si-SAM68 vs. si-CTRL comparison. **(D)** Representative PCR analysis for indicated alternative splicing events in si-SAM68 vs. si-CTRL MDA-MB-231 cells. Schematic representation for each event analyzed is depicted below relative agarose gels. Green and red boxes indicate down- and upregulated exons in si-SAM68 vs. si-CTRL cells. Percentage of splicing inclusion (PSI) of indicated exons was evaluated by densitometric analysis, and results are shown below agarose gels (mean ± SD, *n* = 3, *t*-test).

### Sam68 and NEK2 Co-Regulate Alternative Splicing Events in TNBC Cells

Next, we asked whether NEK2 modulates the splicing activity of the endogenous Sam68 in TNBC cells. To this end, we compared the splicing signatures of Sam68-silenced (**Figures 5B, C**) and NEK2-silenced MDA-MB-231 cells (25). We found a significant overlap between the two datasets, with 95 alternative splicing events that are commonly regulated by Sam68 and NEK2 depletion (**Figure 6A**). Annotation of these events revealed that most of them were modulated in the same direction by silencing of either Sam68 or NEK2 (**Figure 6B**). Nearly half of the splice variants commonly regulated by Sam68 and NEK2 were novel transcripts originating from either unannotated splicing events or selection of an alternative transcription start site, while alternative last exon and exon cassette were the predominant splicing patterns among the remaining events (**Figure 6C**). RT-PCR analysis using RNA from an independent set of samples confirmed that depletion of Sam68 or NEK2 regulated a common pattern of splicing in three of these genes (*ASPH*, *MAPK9*, and *TBC1D23*) in MDA-MB-231 cells (**Figures 6D, E**). Furthermore, RT-PCR analyses revealed that additional Sam68 target exons, like those in *ALCAM*, *CD44*, *GULP1*, and *UGGT2* genes, were also sensitive to NEK2 depletion in MDA-MB-231 (**Figure 6F**), even though they were not highlighted by the bioinformatics analysis (25). These results indicate that Sam68 and NEK2 share common splicing targets in TNBC cells and further suggest their functional interaction in splicing regulation in this tumor type.

**Figure 6:**
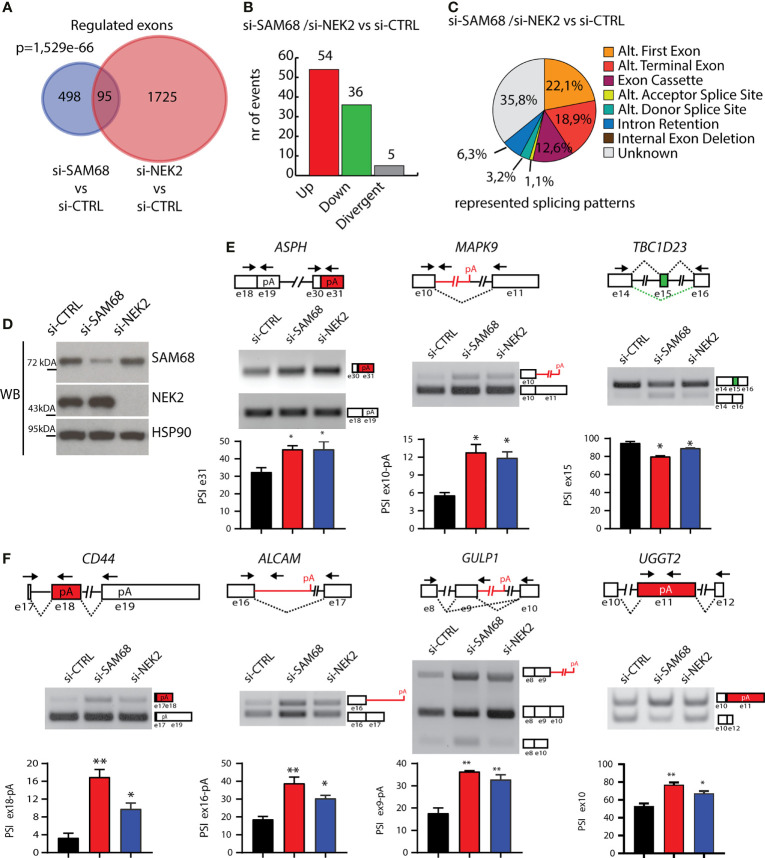
Sam68 and NEK2 co-regulates AS in TNBC cells. **(A)** Venn diagram showing the overlap between regulated alternative exons in MDA-MB-231 cell silenced for either SAM68 (this study) or NEK2 (GSE140803). **(B)** Bar graph showing the number of splicing events either divergently (gray bar) or commonly upregulated (red bar) or downregulated (green bar) in si-SAM68 and si-NEK2 MDA-MB-231 cells compared to control. **(C)** Pie chart showing percentages of indicated splicing patterns among the common splicing events regulated in the si-SAM68/si-NEK2 vs. si-CTRL comparison. **(D)** Representative Western blot analysis assessing SAM68 and NEK2 silencing efficiency in MDA-MB-231 cells transiently transfected with indicated pool of siRNAs. HSP90 was evaluated as loading control. **(E, F)** Representative PCR analysis for indicated alternative splicing events in si-CTRL, si-SAM68, and si-NEK2 MDA-MB-231 cells. Schematic representation for each event analyzed is depicted besides relative agarose gels. Green and red boxes indicate commonly down- and upregulated exons in si-SAM68/si-NEK2 vs. si-CTRL cells. Bar graphs below each agarose gel represent percentage of splicing inclusion (PSI), evaluated by densitometric analysis (mean ± SD, *n* = 3, one-way ANOVA, *p < 0.05, **p < 0.01).

### Sam68 and NEK2 Cooperate in the Regulation of TNBC Cell Migration and Matrix Invasion

GO analysis of the Sam68 splicing-regulated genes highlighted a significant enrichment for terms related to biological processes involved in cell adhesion and migration (**Figure 7A**). Moreover, genes related to the wound-healing process were enriched among the common targets of Sam68 and NEK2 (Supplementary **Figure 4**). These process are frequently deregulated in TNBC and contribute to their aggressive and metastatic phenotype (27, 56). Thus, we asked if Sam68 ablation could affect these pro-metastatic functions. Wound-healing and matrigel-invasion assays revealed that Sam68 depletion caused a significant impairment of the migratory and invasive properties of MDA-MB-231 cells (**Figures 7B** **–D**). Notably, we also found that the effects elicited by Sam68 knockdown were worsened by concomitant treatment of MDA-MB-231 cells with JH295, an irreversible inhibitor of NEK2-kinase activity (**Figures 7B** **–D**) (44). Collectively, these observations indicate that the functional interaction with NEK2 potentiates the splicing activity of Sam68 and enhances the motility and invasive properties of TNBC cells.

**Figure 7:**
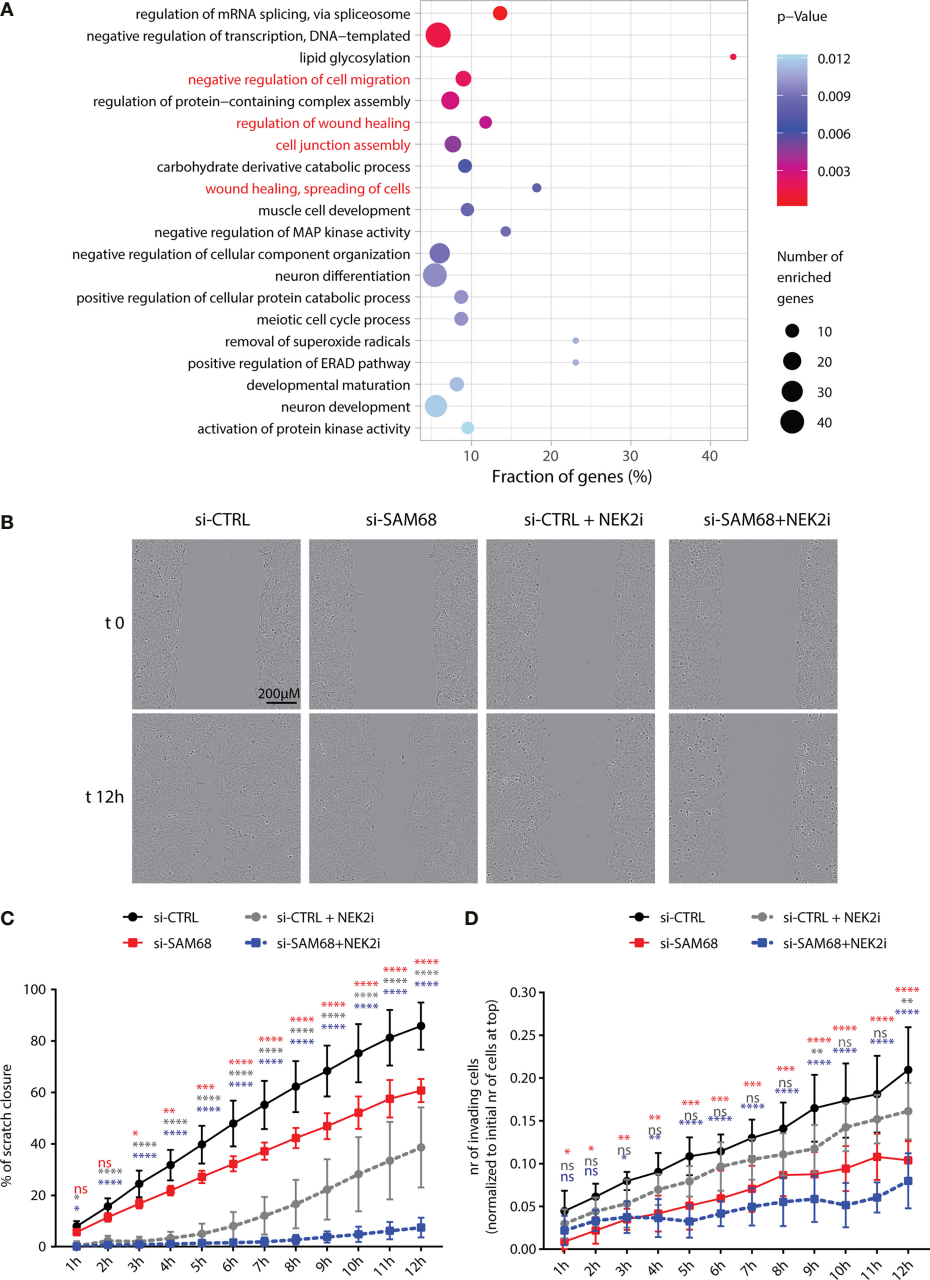
Sam68 and NEK2 co-regulate cell migration in TNBC cells. **(A)** Gene ontology analysis of biological process of AS regulated genes in the comparison between control and Sam68 silenced MDA-MB-231 cells (*p*-value ≤ 0.05). **(B)** Representative micrograph images, at the initial time point (t0) and 12 h later (t12) of the wound-healing assay performed on control (si-CTRL) or SAM68 silenced (si-SAM68) MDA-MB-231 cells, treated or not with the NEK2 inhibitor (NEK2i) JH295 [3 µM]. **(C)** Line graph showing the percentage of wound closure of si-CTRL and si-SAM68 MDA-MB-231 cells, treated or not with NEK2i (mean ± SD, *n* = 6, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns = not significant, two-way ANOVA, colors indicate the growth condition to whom si-CTRL cells were compared in the statistical analysis). **(D)** Line graph showing the number of si-CTRL and si-SAM68 MDA-MB-231 cells, treated or not with NEK2i, invading Matrigel-coated transwell of the IncuCyte Clearview 96-well insert system. Number of invading cells on the bottom side of the insert at every hour was normalized to the initial number of cells on the top of the insert at initial seeding (mean ± SD, *n* = 6, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns= not significant, two-way ANOVA, colors indicate the growth condition to whom si-CTRL cells were compared in the statistical analysis).

## Discussion

Alternative splicing dysregulation is a common trait of human cancers, which affects multiple cellular processes in the course of tumorigenesis (2, 3, 17). Thus, characterization of the molecular mechanisms underlying aberrant splicing offers the opportunity to identify new targets for cancer therapy. This issue is particularly interesting for TNBC, as these tumors currently lack targeted and efficacious therapies, but features a specific splicing signature (8, 10, 25). In this regard, targeting either the expression of specific splicing factors or inhibiting the spliceosome activity was shown to selectively halt TNBC cell proliferation (57). We have previously reported that the mitotic kinase NEK2 is upregulated in TNBC with respect to other BC types and promotes a specific pro-mesenchymal splicing program that confers metastatic features to TNBC (25). Herein, we found that NEK2 interacts with select splicing factors in TNBC cells and, as indicated by its functional interaction with Sam68, could enhance their splicing activity and oncogenic functions.

NEK2 is highly expressed in primary TNBC along with Sam68, hnRNPL, and PTPBP1, whose cognate binding motifs are enriched in NEK2-sensitive cassette exons and physically interact with this kinase. Moreover, knockdown of Sam68 (this study) and hnRNPL (25) partially recapitulated the splicing changes observed in TNBC cells depleted of NEK2, suggesting that this kinase modulates splicing through functional interaction with splicing factors in TNBC cells. We also found that expression of NEK2 and its interacting splicing factors in primary TNBC correlates with that of MYC, suggesting that this transcription factor coordinates a splicing network that contributes to the TNBC-specific splicing signature. In support of this hypothesis, MYC depletion in representative TNBC cell lines caused reduced expression of NEK2, Sam68, hnRNPL, and PTBP1 proteins. MYC is a powerful oncogene and is highly expressed in TNBC compared to other BCs (46). Moreover, MYC upregulation was shown to impose a transcriptional stress to cancer cells that increases their dependency on the proper functionality of the splicing machinery (58). Thus, it is tempting to speculate that coordination of the expression of NEK2 and its interacting splicing factors represents a pro-survival mechanism that is selected in MYC-driven TNBC to cope with such transcriptional/splicing stress. In this view, targeting NEK2 expression and/or activity could represent a therapeutic vulnerability for MYC-driven TNBC, as previously shown for inhibition of the spliceosome (58). Remarkably, MYC regulates transcription of other splicing factors (SRSF1 and hnRNPA1) that interact with and are regulated by NEK2 in other tumoral contexts (12, 14, 18, 32). Thus, NEK2 inhibition could represent an exploitable vulnerability also for other types of MYC-driven tumors.

Sam68 is a multifunctional RBP, whose splicing activity exerts a pivotal role for the proper differentiation of neuronal and germ cells (35, 59, 60). Notably, although several studies have shown the oncogenic activity of Sam68 in different human cancers (47, 48), a global analysis of the regulation exerted by this protein on the human transcriptome was still lacking. Herein, genome-wide RNA-seq analysis identified hundreds of splicing events modulated by Sam68 depletion in TNBC cells. Similarly to previous observations in *Sam68* knockout mice (35, 59), exon cassettes and alternative terminal exons were the most affected splicing patterns in MDA-MB-231 cells. Of note, functional annotation of the splicing-regulated genes revealed enrichment for terms relative to neuronal and muscular development, as well as to meiosis, all biological processes that are impaired in *Sam68* knockout mice (35, 59–62). These observations are suggestive of an evolutionary conserved splicing program regulated by Sam68, which is hijacked by cancer cells to sustain oncogenic transformation.

Serine/threonine phosphorylation is one of the major post-translational modifications shown to promote the pro-oncogenic splicing activity of Sam68 (49, 50, 53, 63). Most of these studies identified the MAPK/ERK pathway as responsible for Sam68 phosphorylation and activation (49, 50, 53, 63). By identifying Sam68 as a binding partner and direct substrate of NEK2, we provide evidence for an additional cellular pathway modulating Sam68 phosphorylation and oncogenic splicing activity. Interestingly, activation of the MAPK pathway was shown to promote NEK2 activity in male germ cells (34), suggesting the possible synergy between these kinases in the regulation of Sam68 activity. Given the ubiquitous expression of Sam68 and NEK2 and their frequent upregulation in different cancer types (48, 64), their interaction is likely functional also in other tumors. Thus, our study reveals a new regulatory mechanism of Sam68 function, which adds to the various post-translational modifications, such as tyrosine phosphorylation (43) and acetylation (65), and interactions with regulatory partners, such as the transcriptional cofactors SND1 (54) and FBI-1 (66), that modulate its splicing activity in cancer cells, including TNBC cells.

Our studies have also identified a large number of splice variants regulated by Sam68 and NEK2 that are possibly implicated in the regulation of cancer cell motility and invasiveness. Moreover, combined inhibition of Sam68 expression and NEK2 activity cooperated to suppress TNBC cell migration and matrix invasion, suggesting that modulation of the identified splicing program is functionally relevant. Collectively, these results support the key oncogenic role of NEK2 and suggest that NEK2 targeting approaches represent promising therapeutic tools for TNBC treatment, whose efficacy could be amplified by co-targeting the vulnerability induced by splicing dysregulation in cancer cells.

## Data Availability Statement

The datasets presented in this study can be found in the online repository: GEO database. accession number: GSE140754.

## Author Contributions

CN, FB, MP, and CS contributed to conception and design of the study. CN and CS wrote the manuscript. CN, FB, CC, MM, VP, SA, and MP performed the experiments, and analyzed and interpreted data. All authors contributed to manuscript revision, read, and approved the submitted version.

## Funding

VP was supported by a fellowship from the Associazione Italiana Ricerca sul Cancro (23938). This work was supported by grants from the Associazione Italiana Ricerca sul Cancro (IG23416 and MFAG21899) and Breast Cancer Now (Catalyst Grant n. 2018NovPCC1283). Università Cattolica del Sacro Cuore contributed to the funding of this research project and its publication.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Functional Interaction Between the Oncogenic Kinase NEK2 and Sam68 Promotes a Splicing Program Involved in Migration and Invasion in Triple-Negative Breast Cancer
**Source:** Front Oncol. 2022 Apr 21;12:880654. doi: 10.3389/fonc.2022.880654
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

## Supplementary Tables

Supplementary Table 1. Sequences of si-RNAs used in this study

Supplementary Table 2. List of sequences of primers used in this study

Supplementary Table 3. List of the 474 Regulated Genes (Fold-change ≥ 1,5; P-Value ≤ 0,05) in the MDA-MB-231 si-SAM68 vs si-CTRL comparison.

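For each gene, the table of the paper gives the direction of regulation, the fold change, the p-value before and after adjustment and the position on hg19. The copy used here holds 473 of the 474 genes, so that only single genes were compared with it. All 473 were matched to a locus of the deposited values by position, and 472 of them passed the minimum for testing. All 472 changed in the direction that the paper lists, 153 of the 473 being listed as upregulated and 320 as downregulated. The log2 fold changes computed here were 1.04 times those of the paper in the median gene, with the middle 50% of genes between 1.02 and 1.07 times. For KHDRBS1 the fold decrease was 24.2 here, and the paper's reported value is 22.98. For IGSF10 it was 4.36 here and 4.13 in the paper, and for PIK3AP1 4.29 here and 3.9 in the paper. For TSPAN2 the fold increase was 4.43 here and 4.01 in the paper. Of the other largest changes, the locus of KRTAP4-8 and KRTAP4-11, GABBR2, NR2E3, FGFBP1, LIPH and IL18 are not among the 473 genes. Of the 472 genes, 469 passed both thresholds of the paper in the test with limma. The other 3, which were named after their values were seen, were HIST1H2BG, HIST1H4H and a locus without a symbol on chromosome 17 (7485552 to 7485646). Their fold changes were past the threshold and their unadjusted p-values were 0.0916, 0.117 and 0.0594, from limma over all genes. In HIST1H2BG the SD between the si-SAM68 libraries was 565.7 around a mean of 555.0, since replicate 2 had a normalized read count of 1206 and replicates 1 and 3 had 277 and 182. The paper's list came from these same libraries, so the 469 calls are not independent evidence. Without si-CTRL replicate 1, 371 of the 473 genes were called, and 435 to 456 without any other single library. After a trend with GC content and transcript length was removed, a choice made after the data were seen, 348 were called. On the same loci without that removal, 411 were called.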

Supplementary Table 4. List of the 597 Differentially Regulated Alternative Splicing Events (from 443 Distinct Genes) in the MDA-MB-231 si-SAM68 vs si-CTRL comparison.

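An event in this table of the paper is an exon or a set of exons whose splicing index changed, and the table gives its type, the direction and fold change of the index and the position on hg19. The copy used here holds 597 events from 443 loci, of which the paper lists 327 events as upregulated. The values of the splicing index were not analysed here, and what follows is the expression of the same genes as a whole. Of the 443 loci, 441 were matched to the deposited table, and all 441 were tested. KHDRBS1 is one of them and was left out, which gave 440 genes. The list was chosen by the study on these libraries, so that its gene-level values are not independent evidence. Their median log2 fold change was -0.02, with 201 genes higher and 239 lower in si-SAM68 cells. As a set they were not distinguishable from the other genes (limma camera with an inter-gene correlation of 0.01, adjusted p = 0.390 over 4 lists). Against 10000 random lists matched on mean expression, the median lay at percentile 0.43 and the middle 95% of the random medians between -0.01 and 0.03. Such lists take no account of correlation between genes. The splicing-regulated genes also regulated at the expression level, by the thresholds for regulated genes, were 26 of the 440 (5.91%), 8 higher and 18 lower, against 1418 of the 18408 other genes (7.70%). The odds ratio was 0.752 (two-sided Fisher's exact test, p = 0.174). Without si-CTRL replicate 2 it was 0.626 (same exact test, p = 0.0144), and with an adjusted in place of the unadjusted p-value it was 1.27 (same exact test, p = 0.254). The splicing-regulated genes had more reads than the others, with a median normalized read count of 2696 against 565, and the median was 122 among all regulated genes against 610.1 among all genes tested. When the comparison was restricted to genes of similar mean expression, a choice made after the values were seen, the direction changed: 1000 random lists held a median of 17 called genes (95% between 9 and 25), the odds ratio was 1.61 and the two-sided permutation p was 0.036. An adjusted p-value under 0.05 was found for 108 of the 440 genes over all genes tested and for 131 adjusted over the list alone.

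**Figure D3:**
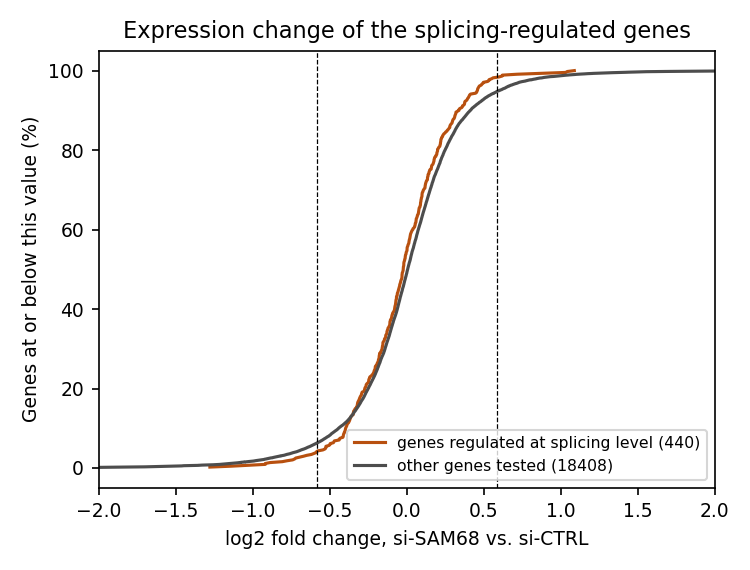
Cumulative share of genes by log2 fold change (si-SAM68 vs. si-CTRL), for the 440 genes regulated at splicing level and the 18408 other genes tested. Dashed lines mark a fold change of 1.5 in either direction. Beyond these lines lie fewer of the splicing-regulated genes than of the others, and near 0 the curves run close together.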

## Supplementary Figures

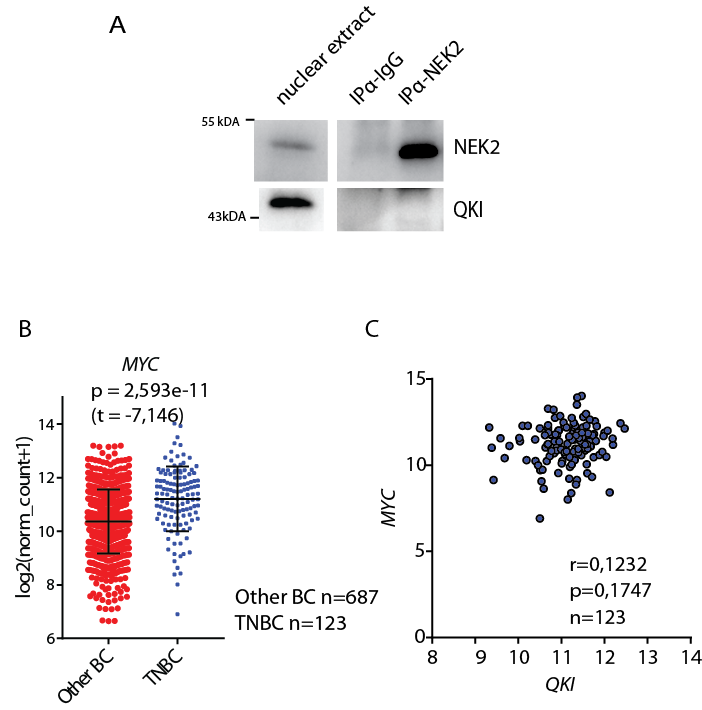

**Supplementary Figure 1. c-MYC is upregulated in TNBC.**

(A) Western-blot analysis of QKI and NEK2 in co-immunoprecipitation assay of NEK2 and control IgG in nuclear extracts from MDA-MB-231 cells. B) Dot-blot showing expression levels of *c-MYC* in primary triple-negative breast cancer (TNBC) and other breast cancer (Other BC) subtypes, according to analysis of transcriptomic data from the TCGA repository. Mean and ± SD are shown in the dot plot. Statistical significance was calculated by Welch’s t-test. (C) Scatter plots of RNA expression levels of *MYC* and *QKI* (C) in primary TNBC according to analysis of transcriptomic data from TCGA. Spearman’s correlation coefficient (r) and associated p-value are shown.

**
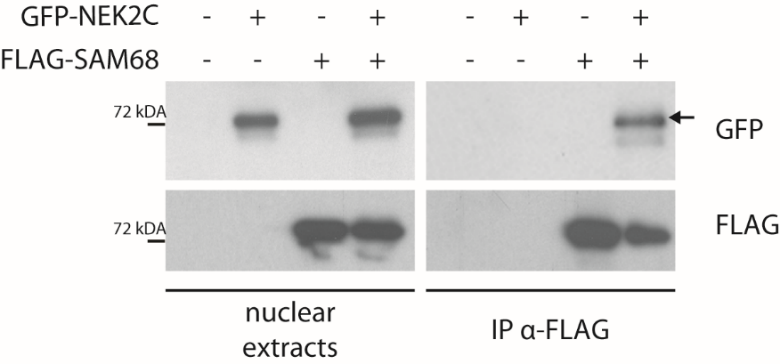
Supplementary Figure 2. NEK2 interacts with SAM68.**

(A) Western blot analysis with GFP- and FLAG- antibodies of co-immunoprecipitation experiments of FLAG-SAM68 in nuclear extracts of HEK293T cells transfected with indicated plasmids. Arrow indicates GFP-NEK2C corresponding band.

**
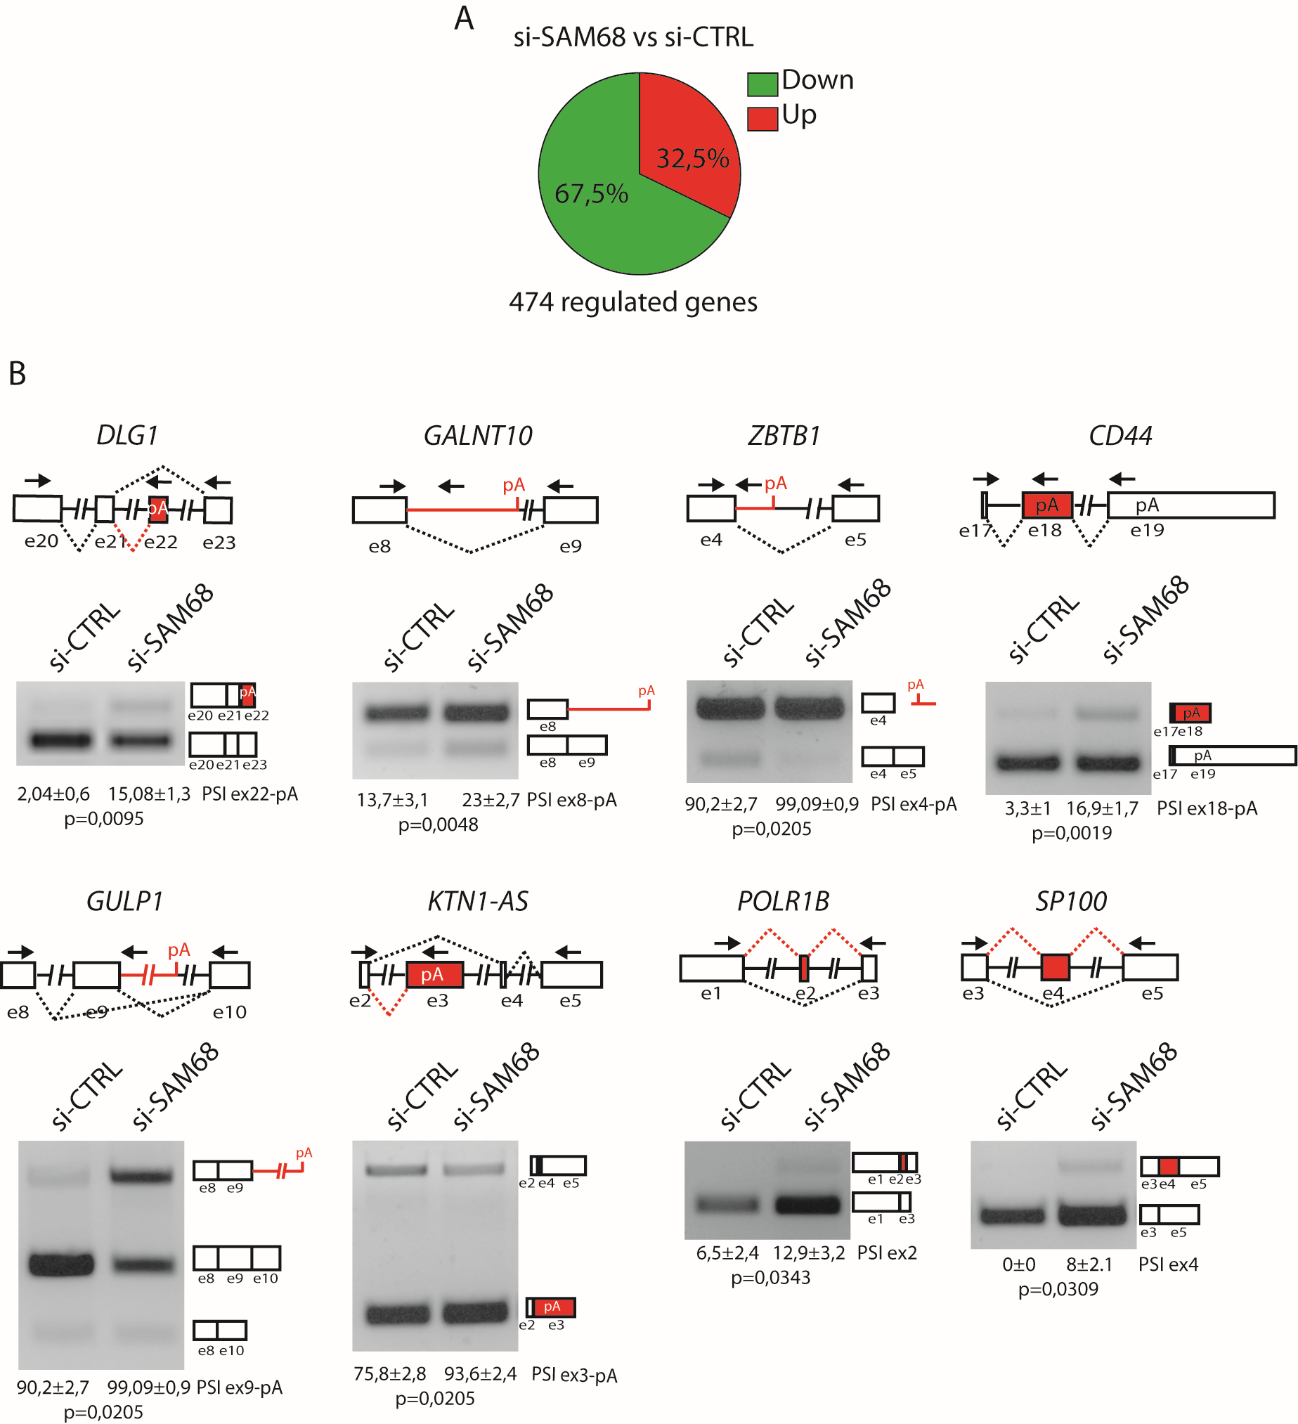
Supplementary Figure 3**. SAM68 depletion modulated TNBC cells transcriptome

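Of the genes called as regulated at expression level, 534 (37.0%) were higher and 911 (63.0%) were lower in si-SAM68 than in si-CTRL cells. Their median log2 fold change was 0.78 among the higher and -0.84 among the lower genes. Lower calls were the majority with each library left out in turn, between 54.3% without si-CTRL replicate 2 and 66.7% without si-SAM68 replicate 2. Without si-CTRL replicate 2, the number of higher calls rose to 837 and that of lower calls to 994, so that the split moved with this library. Other scalings of the libraries gave 62.5% (TMM factors) and 59.3% (quantile normalization) lower calls. The share also depended on the loci tested. Among loci with a transcript in GENCODE, a choice made after the data were seen, 744 of 1032 calls (72.1%) were lower. Of the 534 higher calls, 14 were histone loci, and of these 1 was also called without si-SAM68 replicate 2.

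**Figure D4:**
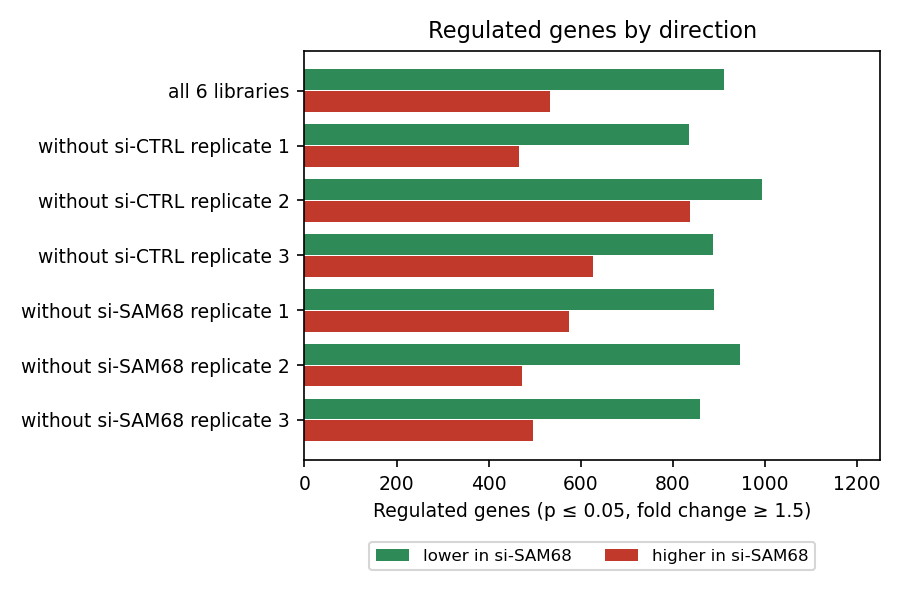
Number of genes called lower (green) and higher (red) in si-SAM68 than in si-CTRL cells at the thresholds of the paper, with all 6 libraries and with each library left out in turn. Lower calls outnumber higher calls in every fit, by 911 to 534 with all libraries and by 994 to 837 without si-CTRL replicate 2.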

(A) Pie chart showing percentages of up- (red) and down- (green) regulated genes at the expression levels, in the SAM68 silenced (si-SAM68) versus control (si-CTRL) MDA-MB-231 cells comparison. (B) Representative PCR analysis for indicated alternative splicing events in si-SAM68 vs si-CTRL MDA-MB-231 cells. Schematic representation for each event analyzed is depicted below relative agarose gels. Green and red boxes indicate down- and up-regulated exons in si-SAM68 vs si-CTRL cells. Percentage of splicing inclusion (PSI) of indicated exons was evaluated by densitometric analysis, and results are shown below agarose gels (mean ± SD, n = 3, t-test, p<0.05 was considered significant).

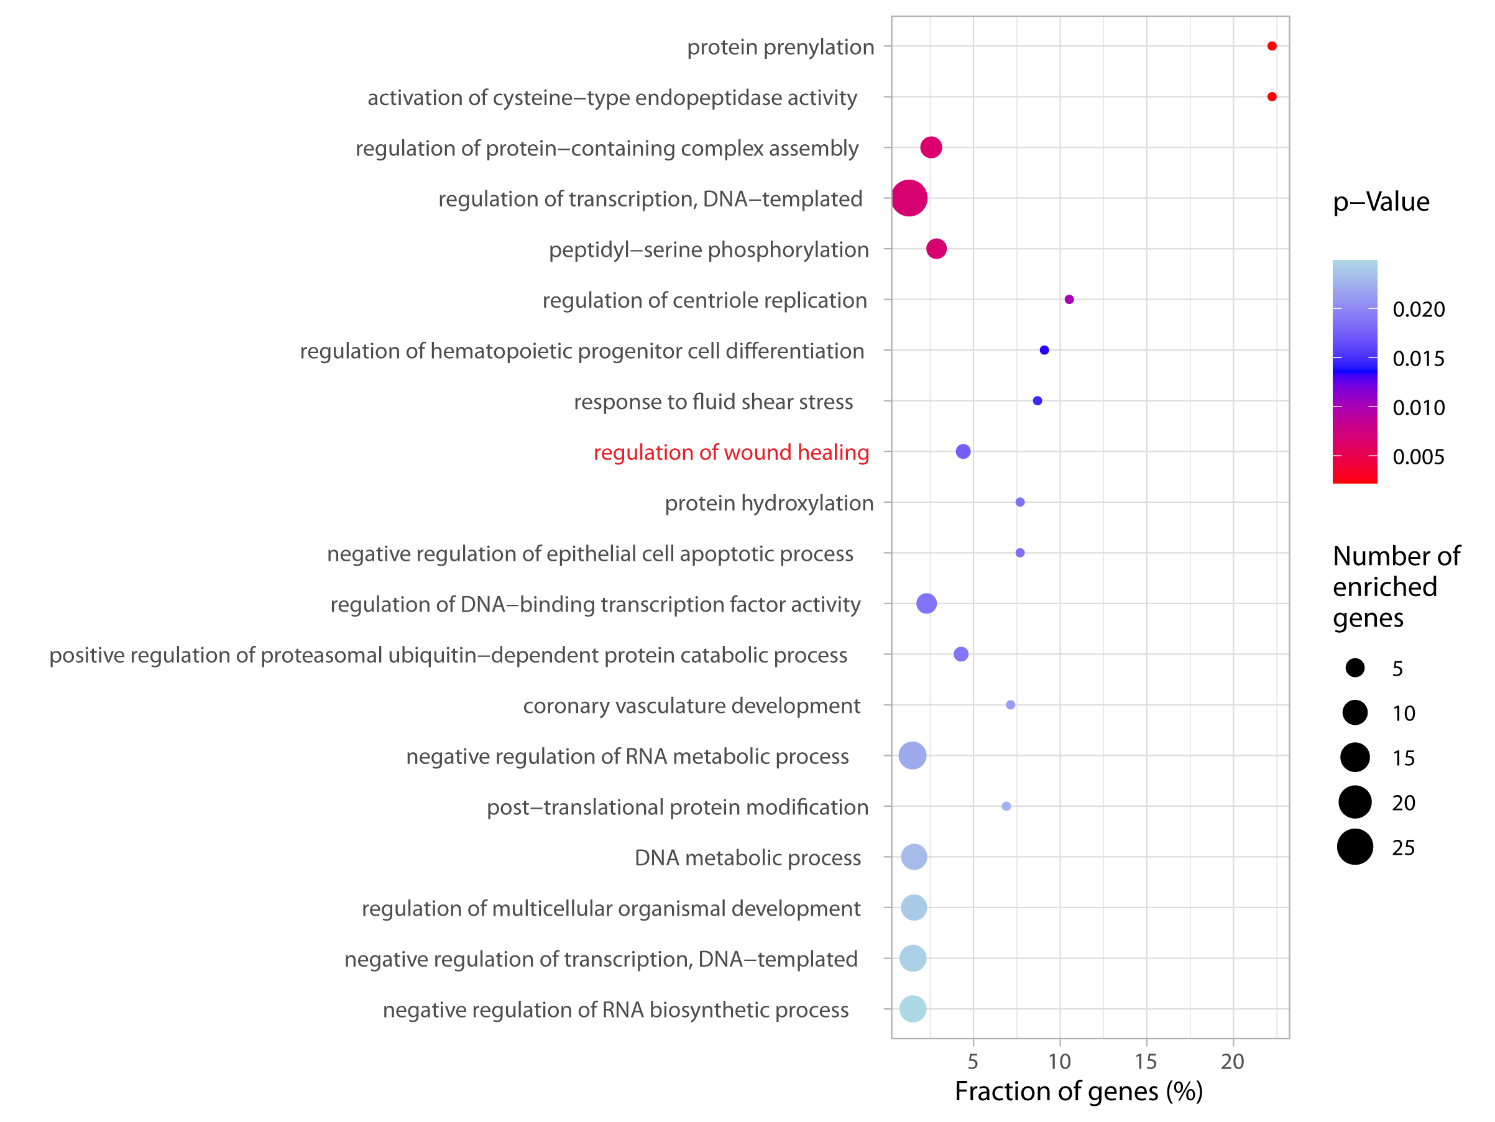

Supplementary Figure 4. Sam68 and NEK2 co-regulates cell migration in TNBC cells

Gene ontology analysis of biological process of the commonly AS regulated genes in NEK2- and Sam68 silenced MDA-MB-231 cells compared to control (p-value ≤0.05).

How the deposited data were processed for this re-analysis (not part of the article)

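RNA of MDA-MB-231 cells transfected with a control pool of siRNAs (si-CTRL, 3 libraries) or with a pool of 4 siRNAs against SAM68 (si-SAM68, 3 libraries) was sequenced after selection of polyadenylated RNA. Conditions and replicate numbers were taken from the sample labels, and all 6 libraries could be assigned. The labels name a stranded library kit, another culture medium and another RNA extraction kit than the methods of the paper, besides the different harvest time given at the experiment.

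The authors deposited 1 table for the series. The values deposited by the authors are a signal, which is the number of reads counted on each locus of FAST DB (hg19) divided by the size factor that DESeq2 gives each library. The aligner, the counting program and whether strand was used in counting are not named in the text of the paper, so that loci that overlap on opposite strands, and paralogs, can share reads. Of the 74852 loci listed, 41493 were at 0 in every library, so that no filter on low values had been applied. A locus can join several genes, as 841 of the tested loci do, and 4397 of the tested loci had no gene symbol. Dividing by the smallest step of each library gave whole numbers for 100% of the values, and these were taken as reads. In si-SAM68 replicate 1 the step (1.007) was too close to 1 for an automatic test of whole reads to tell, and its values were taken as whole reads because all of them were whole multiples of the step. The tested loci held 99.96% of the reads. The size factors recovered in this way were between 0.965 and 0.970 times those computed anew with DESeq2's median of ratios, nearly the same factor in every library.

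The test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(normalized read count + 1), over 18849 loci with a mean of at least 10 over the 6 libraries, without a term for the replicate number. A gene was called as regulated at an unadjusted p-value of at most 0.05 and a fold change of at least 1.5, the thresholds of the paper. Adjusted p-values are Benjamini-Hochberg values over all loci tested. Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over the 4 lists: the genes regulated at splicing level, and lists of epithelial, mesenchymal and interferon response genes. Seed matches of the siRNAs are matches of 7 bases to guide positions 2 to 8 in the longest 3'UTR of each gene in GENCODE (GRCh38), used for sequence and not for position. The difference in median log2 fold change between genes with and without such a match was ranked among 1000 random sets of 4 sequences with the same GC content that hit similar numbers of genes, the match on GC content having been added after the design was fixed. For a single siRNA, all such sequences were used. The thresholds, the tests, the lists and the main alternatives were fixed before the data were examined, but after Supplementary Table 3 had been read.

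The genes named in the text are KHDRBS1, the splicing factors and genes with RT-PCR tested events that the paper names, NEK2 and MYC, and the 5 genes with the largest fold change in each direction among those with a gene symbol, an adjusted p-value under 0.05, a mean of at least 50 and no overlap between the groups. Where another gene is named, the text says that it was chosen after its values were seen.

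Whether libraries of the same replicate number belong together was checked with the correlation of their deviations from the group means. It was 0.105, 0.231 and 0.125 for the pairs numbered 1, 2 and 3, and between -0.125 and 0.007 for libraries of different number. By these values the numbers may pair the libraries. The deviations are centred within each group, so higher values for some pairs force lower values for others. With 3 libraries per group few pairings are possible, so chance can also give this order. A fit with the replicate number as a block was made as an alternative.

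The alternatives were pseudocounts of 0.1 and 5, no filter and a minimum mean of 50, rescaling by TMM factors and quantile normalization, eBayes without a trend and with a robust trend, the replicate block, each library left out in turn, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads, camera with a correlation estimated for each list, fry, other seed definitions, and stricter thresholds. Alternatives added after seeing the data were DESeq2 with shrunken fold changes (betaPrior), with and without the block, edgeR with the block, the removal of a trend with GC content and transcript length from each library, with and without the block, the same genes without that removal, and a comparison of genes matched on mean expression. On the recovered reads, edgeR called 1501 genes and DESeq2 1339. DESeq2 gave no adjusted p-value for 2574 loci, which were left as missing.

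The precision of a value is limited by 3 libraries per group, and its depth by the reads given at the experiment. The programs were tested on simulated counts for the same 18849 loci, with 200 genes changed. limma gave 191 of the 200 (95.5%) an adjusted p-value under 0.05, with 10 unchanged genes, edgeR 190 with 12 and DESeq2 191 with 26. Of the unchanged genes, limma called 271 at the thresholds of the paper. camera gave a list of 40 genes shifted by 0.3 a p-value of 1.55e-13 and called 1 of 100 random lists. Since the simulated genes were independent, this does not test the inter-gene correlation that camera assumes. The seed test returned a difference of -0.0964 for a planted -0.1 in shuffled values of 12024 genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Splicing indices, gene ontology terms and the NEK2-silenced cells were not analysed here. The values of some genes are not reported here.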

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

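The tests chosen only after the result was seen are those of the rRNA locus, of histone loci and of other RNAs without a poly(A) tail, the reading of the calls without si-SAM68 replicate 2 and of the passenger matches as tests of an explanation, those with the GC and length trend removed, that of CDH1 and EPCAM, the random lists, the single siRNAs, the share of matches among lower calls and the splits.

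In si-SAM68 replicate 2, the locus RNA5-8S5 // RNA45S5, which holds the precursor of the rRNA, took 15.1% of the reads, a share the paper does not report. The 10 loci with the most reads took 19.1% in this library and between 6.46% and 7.63% in the others. An effect of SAM68 depletion is argued against by the other si-SAM68 libraries, of which the higher had 2.46%, within the range of the si-CTRL libraries. The log2 fold change of the locus was 0.82 with an adjusted p-value of 0.459 from limma. Weaker selection of polyadenylated RNA in this library is a candidate explanation. Most histone genes make RNA without a poly(A) tail, and the 61 histone loci tested had a median log2 deviation from their mean of 1.72 in this library (1.715), against -0.52 to -0.12 in the others. Of the 61, 58 had their highest value there. RMRP and RPPH1, other RNAs without a poly(A) tail that were chosen after their values were seen, had normalized read counts of 4694 and 811 in this library, and at most 328.9 and 119.9 in the others. What led to it in the preparation of that library was not tested.

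This library is not the source of most regulated genes. Without it, 1419 genes were called at the thresholds of the paper, of which 1200 were also among the 1445 called with it. It does bear on the histone loci, of which 14 were called higher and 1 had an adjusted p-value under 0.05. In the copy of Supplementary Table 3, 8 genes are histone loci, and the paper lists all 8 as upregulated. The number of genes with an adjusted p-value under 0.05 was 808 without this library against 2017 with it. That drop was not particular to this library, since the number was 923 without si-SAM68 replicate 1 and 625 without si-SAM68 replicate 3.

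A list of epithelial genes, which the paper does not report on, was higher in si-SAM68 cells. Of 50 genes listed, 37 were tested, their median log2 fold change was 0.35 (0.34839), and 26 were higher (limma camera, adjusted p = 6.1e-06 over 4 lists). It stayed under 0.05 with fry (adjusted p = 0.000562) and with an estimated correlation (adjusted p = 0.034), and the adjusted p-value was at most 0.034 over all alternatives. The median lay above all 10000 random lists matched on mean expression. An adjusted p-value under 0.05 was found for 22 genes adjusted over the list alone, 20 of them higher, and for 14 over all genes tested, all 14 higher. The list was written after Supplementary Table 3 had been read, and 6 of its members are in the copy of that table. Without these 6, the median over 31 genes was 0.31, with an unadjusted p-value of 0.00316 from limma camera. A trend with GC content and length is argued against as the whole cause, since the adjusted p-value was 3.32e-06 after its removal. Seed matches of the siRNA pools are argued against by the 12 members without a site in the 3'UTR, whose median was 0.50 (0.495), against a random median of -0.03. RNA from other epithelial cells is argued against by CDH1 and EPCAM, whose normalized read count was at most 9.20 in any library, whereas KRT8 rose from between 16628 and 18867 to between 20674 and 23334. Among genes chosen after their values were seen, the log2 fold change was 0.31 for KRT8, 0.35 for KRT18, -0.63 for ZEB1 and -0.14 for VIM (adjusted p = 0.0436, 0.0144, 0.0118 and 0.333, from limma). Of the 10 splits of the 6 libraries into 3 and 3, 1 gave a p-value as small for the epithelial list, the real one. This is the lowest share that 10 splits allow. A shift of epithelial genes after SAM68 depletion may be what the list shows, as a hypothesis found and tested on the same data.

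Genes with a seed match of the SAM68 siRNAs in the 3'UTR were lower than random matches would give, which the paper does not report. Among 12024 genes, the 3552 with a match had a median log2 fold change that differed by -0.00114 from the others, and the median of 1000 random sets was 0.0283. The distance was -0.0295 (-0.02946), below all random sets (two-sided permutation p = 0.002, the smallest they can give). Of the 4 siRNAs of the SAM68 pool, 2 had a p-value under 0.05 after adjustment over the 8 siRNAs of both pools. The match TGCTGAT, in 1658 genes, gave a difference of -0.0555 (adjusted p = 0.0099, permutation), and GACGTTA, in 174 genes, gave -0.0858 (adjusted p = 0.0188, permutation). Of the genes called lower, 657 had a 3'UTR in the annotation and 242 of these (36.8%) had a match, against 29.3% in the random sets (24.7% to 34.6%, permutation p = 0.004). A trend with GC content and length is argued against, since the distance was -0.0326 after its removal. Seed-directed silencing by the SAM68 siRNAs is a candidate explanation, and matches of the passenger strand lay among the random sets (distance -0.00993, permutation p = 0.140). The difference between guide and passenger was not tested. Matches in coding sequence gave -0.0207 (permutation p = 0.132). The effect is small beside the fold changes called, and how many single calls it accounts for was not tested. Of the 10 splits, 1 gave a distance as large, the real one.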

How the results depend on the processing

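The alternatives with DESeq2 and shrunken fold changes, with edgeR and the block, with GENCODE genes or the GC and length trend removed, and with genes matched on mean expression were chosen after seeing the data, as were all tests with them and all alternatives for the lists of splicing factors (with NEK2 and MYC) and of genes with RT-PCR tested events.

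KHDRBS1 stayed between -4.66 and -4.29 over 23 alternatives, the epithelial list between 0.29 and 0.42 over 25 and the splicing-regulated genes as a set between -0.03 and -0.00 over 25, without a change of direction or of the side of the threshold. So did the distance of the SAM68 seed matches with each library left out, between -0.0352 and -0.0285.

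The regulated genes were 2240 without a filter on low values, where 33359 loci were tested, 894 with an adjusted p-value and 428 at a fold change of 2. They were 685 with shrunken fold changes, 537 with these and the replicate block, 948 with the GC and length trend removed and 940 with this and the block. With each library left out they were 1301 to 1831. The regulated genes higher in si-SAM68 were 907 without a filter, 212 with shrunken fold changes, 174 with these and the block, 288 among genes with a GENCODE transcript, 328 with the trend removed, 328 with this and the block, 287 with an adjusted p-value and 143 at a fold change of 2. They were 466 (without si-CTRL replicate 1) to 837 (without si-CTRL replicate 2) with a library left out. The regulated genes lower in si-SAM68 were 473 with shrunken fold changes, 363 with these and the block, 607 with an adjusted p-value and 285 at a fold change of 2. Fewer loci tested, or a stricter threshold, accounts for part of these by construction. For the others the cause was not tested.

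The genes with an adjusted p-value under 0.05 were 899 without a trend, and 625 (without si-SAM68 replicate 3) to 2839 (without si-CTRL replicate 1) with a library left out. They were 1103 without si-CTRL replicate 3, 923 without si-SAM68 replicate 1 and 808 without si-SAM68 replicate 2. Fewer libraries lower the power, and why the count rose without si-CTRL replicate 1 was not tested. Loci with a mean under 10 were tested only in the fit without a filter, so that the depth limits what is described of them. The replicate block gave 1514 regulated genes, 1406 of them shared, and 1697 with an adjusted p-value.

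The odds ratio for splicing-regulated genes also regulated at the expression level was 1.27 (1.2714) with shrunken fold changes, 1.39 with these and the block, 1.27 (1.2706) with an adjusted p-value and 1.61 among genes matched on mean expression, all above 1 and so reversed. With a library left out it was 0.626 (without si-CTRL replicate 2) to 0.804. The matched comparison differs by construction in the mean expression of the genes compared. For the rest the cause was not tested.

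Of the splicing factors named by the paper, listed together with NEK2 and MYC, 4 had an adjusted p-value under 0.05 over the list alone, 2 without a trend, and 1 to 5 with a library left out (1 without si-SAM68 replicate 1, 2 or 3). The 17 genes with RT-PCR tested events gave 5 to 10 over the list alone over all alternatives. Over all genes tested, these genes gave 2 to 7 with a library left out.

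Among the named genes, 6 changed sign. The locus MIR4745 // PTBP1, at -0.21 with all genes and no correction, was at 0.01 (0.0078) with the GC and length trend removed, with and without the block. SRSF1 was at -0.012 with quantile normalization and at -0.00 (-0.00375) with the trend removed, with and without the block. GALNT10 was also above 0 (0.10) with the trend removed, with and without the block. With a library left out, GALNT10 went from -0.039 to 0.037, HNRNPL from -0.032 (without si-CTRL replicate 1) to 0.096, HNRNPLL from -0.15 to 0.068 (without si-CTRL replicate 3) and MBNL1 from -0.14 to 0.069 (without si-CTRL replicate 1). The mesenchymal marker list was at 0.069 with the trend removed, with and without the block, and went from -0.11 to 0.053 with a library left out, being above 0 without si-CTRL replicate 1 (0.0026) and without si-SAM68 replicate 3. The cause was not tested. Over the 41 named genes and 943 values, 31 other values were weaker and 20 were stronger.

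The interferon response list, at -0.11, was no longer under 0.05 with an estimated correlation (-0.11, adjusted p = 0.741), with fry (-0.11, adjusted p = 0.409) and among GENCODE genes (-0.11, adjusted p = 0.0611). With a library left out it went from -0.18 to -0.062, and its adjusted p-value was past 0.05 without si-CTRL replicate 3 (-0.062) and without si-SAM68 replicate 1 (-0.091). The cause was not tested.

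The distance of the SAM68 seed matches was -0.00993 for the passenger strand (permutation p = 0.140) and -0.0207 in coding sequence (permutation p = 0.132). That of the control matches was -0.000556 with a 6-mer (reversed), 0.00447 for the passenger strand and 0.0141 in coding sequence, and 0.0107 (without si-CTRL replicate 3) to 0.017 with a library left out, past 0.05 also without si-CTRL replicate 2 (0.013). The cause was not tested. Settings of eBayes and TMM factors leave these distances as they are.

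With the replicate block the adjusted p-value rose past 0.05 for RBMS3 (0.0525), MAPK9 (0.0517) and ASPH (0.0706), and the block in the limma fit without a correction changed no other call among the 41 named genes. The splicing factors over the list alone went from 4 to 3. Added to edgeR, the block also took DLG1 (0.0515) and PLCB4 (0.0752) past 0.05, and added to DESeq2 with shrunken fold changes it took PLCB4 (0.078) and the locus MIR4745 // PTBP1 (0.13). With the GC and length trend removed it took PLCB4 (0.0813). It did change calls among the other genes, the locus without a symbol on chromosome 17 (7485552 to 7485646) among them.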

Differences from the paper's values

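Alternatives described here as chosen after seeing the values rest on tests chosen only after the result was seen.

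At its thresholds, the paper reports 474 genes regulated at expression level, and 1445 were called here. Of the alternatives set before the data were examined, a fold change threshold of 2, which gave 428 genes, lies within 1.5 times the paper's value. The others, which gave between 894 and 2240 genes, do not. The fold changes that the paper lists start at 1.5, so a threshold of 2 cannot be its rule. The listed genes had more reads, with a median normalized read count of 825.85 against 122 among the 1445 genes called here. What led to this difference was not tested. DESeq2 with shrunken fold changes gave 685 genes, and 537 with the replicate block, both within 1.5 times the paper's value; these alternatives were chosen after seeing the values. Of the 473 genes in the copy of Supplementary Table 3, they called 361 and 330. The other added alternatives gave between 940 and 1518 genes, and are not within 1.5 times.

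Of the same 473 genes, 4 were not called here. The paper lists HIST1H2BG and HIST1H4H as upregulated, and their unadjusted p-values were 0.0916 and 0.117 from limma. HIST1H2BG was called without si-SAM68 replicate 3 and by edgeR, and HIST1H4H without si-SAM68 replicate 1 and by edgeR. The locus without a symbol on chromosome 17 (7485552 to 7485646) had an unadjusted p-value of 0.0594 from limma. It was called with the replicate block, without si-CTRL replicate 2, by edgeR, by DESeq2 and by edgeR with the block, the last of which was chosen after seeing the values. A locus without a symbol on chromosome 16 (69415254 to 69415328) had a mean of 8.43, under the minimum, and was called without a filter on low values. In all, edgeR called 472 of the 473 genes.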

Other observations

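The tests chosen only after the result was seen are those of splits, of single control siRNAs, of the mitochondrial chromosome and of principal components.

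Splits of the 6 libraries into 3 and 3 were compared with the real one. For the regulated genes, the higher genes, the lower genes and the genes with an adjusted p-value under 0.05, 1 of the 10 splits gave as many, the real one. The other 9 splits gave 93 to 320 regulated genes and at most 2 with an adjusted p-value under 0.05. Among the 4 splits that part all 3 numbered pairs, the other splits gave 93 to 154 regulated genes. For the splicing-regulated genes, 8 of the 10 splits gave a p-value as small for their overlap with the regulated genes. That p-value is two-sided and is also small where too few genes are shared. The real split shared 26 genes, and each other split, with fewer regulated genes in all, at most 1. The p-values of the splits therefore do not compare the size of the overlap. For the change as a set, 6 of the 10 splits gave a p-value as small. It was 9 for the mesenchymal list, 5 for the interferon list and 1 for the control seed matches. With 10 splits the share cannot fall under 0.1.

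The paper names splicing factors for other experiments, and these were listed together with the kinase gene NEK2 and the transcription factor gene MYC. Of the 18 genes listed, 16 were tested, KHDRBS1, NEK2 and MYC among them. An adjusted p-value under 0.05 was found for 4 adjusted over the list alone, all lower, and for 2 over all genes tested, KHDRBS1 and RBMS3 (log2 fold change -0.41, standard error 0.104, adjusted p = 0.0355 from limma, and 0.0525 with the replicate block). Over all genes tested, 1 was found without si-CTRL replicate 3 and without si-SAM68 replicate 1, 2 or 3, 3 without si-CTRL replicate 2 and 5 without si-CTRL replicate 1. The log2 fold change was -0.47 for MYC (adjusted p = 0.0654), 0.20 for NEK2 (adjusted p = 0.152), 0.05 for HNRNPL (adjusted p = 0.743) and -0.21 for the locus that joins MIR4745 and PTBP1 (adjusted p = 0.0783), all from limma. For MYC the adjusted p-value stayed past 0.05 in 18 of 23 alternatives and was under 0.05 in 5. These were limma without si-CTRL replicate 1 (0.0136) or 2 (0.0457), and the DESeq2 fits (0.0041 to 0.0070). With a library left out, the log2 fold change of MYC went from -0.57 to -0.27, the latter without si-CTRL replicate 1. A1CF and KHDRBS2 were at or near 0 reads in every library and were not tested.

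Of the 17 genes whose splicing the paper tested by RT-PCR, none was called at the thresholds of the paper, and 7 had an unadjusted p-value under 0.05. An adjusted p-value under 0.05 was found for 7 adjusted over the list alone, 4 higher and 3 lower, and for 5 over all genes tested. Among them were ALCAM (log2 fold change 0.54, adjusted p = 0.00332 from limma) and ARHGAP12 (0.50, adjusted p = 0.00811), both higher, and DLG1 (-0.29), MAPK9 (-0.40) and ASPH (-0.39), which were lower. With the replicate block the adjusted p-value from limma was 0.0517 for MAPK9 and 0.0706 for ASPH. The count over all genes tested, for genes with RT-PCR tested splicing events, was 2 without si-SAM68 replicate 1, 2 or 3, 3 without si-CTRL replicate 3 and 2 with eBayes without a trend. The adjusted p-value of DLG1 was between 0.0597 and 0.125 in each fit with a library left out, apart from that without si-CTRL replicate 1 (0.00929).

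Of 40 mesenchymal genes listed, 37 were tested. Their median log2 fold change was -0.02, with 16 higher (limma camera, adjusted p = 0.390 over 4 lists). An adjusted p-value under 0.05 was found for 8 adjusted over the list alone and for 7 over all genes tested, and 5 members are in the copy of Supplementary Table 3. Of 40 interferon response genes listed, 36 were tested. Their median was -0.11, with 11 higher (limma camera, adjusted p = 0.0246 over 4 lists), and this did not hold under fry or an estimated correlation. An adjusted p-value under 0.05 was found for 5 adjusted over the list alone and for 3 over all genes tested, and 2 members are in that copy.

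Genes with a seed match of the control siRNAs in the 3'UTR, 6697 of 12024, lay 0.0133 above the median of the random sets (two-sided permutation p = 0.022), the direction that silencing in the si-CTRL cells would give. Of the 4 control siRNAs alone, that with the match TCGACTA, in 77 genes, differed by 0.155, above all 19 random sequences it could be compared with (permutation p = 0.1, the smallest they can give), so that it could not fall under 0.05. The other 3 had unadjusted permutation p-values between 0.136 and 0.659. With a 6-mer the distance was -0.000556, so that no explanation is offered.

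The log2 fold change correlated with GC content across 14084 genes (Spearman's rho -0.243), which are not independent replicates, and hardly with transcript length (0.0092). By library, the correlation of the deviations with GC content was 0.156, 0.165 and 0.161 in the si-CTRL libraries and 0.174, -0.26 and -0.453 in the si-SAM68 libraries. A bias that differs between single libraries is a candidate explanation, since si-SAM68 replicate 1 (0.174) lay beside the si-CTRL libraries. An effect of SAM68 depletion on part of these genes stays open.

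The mitochondrial chromosome took 2.15% of the reads in si-CTRL replicate 1 and between 0.952% and 1.06% in the other libraries. The same library lay farthest from the others on the first principal component, which held 42.4% of the variance, at -53.5. That component also parted the groups, with the other si-CTRL libraries at -4.78 and -19.7. The si-SAM68 libraries lay between 20.9 and 31.3. No explanation of the mitochondrial share or of the place of si-CTRL replicate 1 was tested.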
